# Spatially patterned excitatory neuron subtypes and projections of the claustrum

**DOI:** 10.7554/eLife.68967

**Published:** 2021-08-16

**Authors:** Sarah R Erwin, Brianna N Bristow, Kaitlin E Sullivan, Rennie M Kendrick, Brian Marriott, Lihua Wang, Jody Clements, Andrew L Lemire, Jesse Jackson, Mark S Cembrowski

**Keywords:** Claustrum, transcriptome, cell type, Mouse

## Abstract

The claustrum is a functionally and structurally complex brain region, whose very spatial extent remains debated. Histochemical-based approaches typically treat the claustrum as a relatively narrow anatomical region that primarily projects to the neocortex, whereas circuit-based approaches can suggest a broader claustrum region containing projections to the neocortex and other regions. Here, in the mouse, we took a bottom-up and cell-type-specific approach to complement and possibly unite these seemingly disparate conclusions. Using single-cell RNA-sequencing, we found that the claustrum comprises two excitatory neuron subtypes that are differentiable from the surrounding cortex. Multicolor retrograde tracing in conjunction with 12-channel multiplexed in situ hybridization revealed a core-shell spatial arrangement of these subtypes, as well as differential downstream targets. Thus, the claustrum comprises excitatory neuron subtypes with distinct molecular and projection properties, whose spatial patterns reflect the narrower and broader claustral extents debated in previous research. This subtype-specific heterogeneity likely shapes the functional complexity of the claustrum.

## Introduction

The claustrum has been implicated in a variety of functions and behaviors, including attention (Atlan et al., 2018; Goll et al., 2015; Smith et al., 2019), impulsivity (Liu et al., 2019), sleep (Narikiyo et al., 2020; Norimoto et al., 2020; Renouard et al., 2015), and the integration of information to support consciousness (Crick and Koch, 2005; Smythies et al., 2012). To determine the mechanistic contributions of the claustrum to these putative functions, it is essential to understand both the intrinsic organization of claustrum neurons, as well as how this organization relates to connectivity and function (Edelstein and Denaro, 2004). However, such an interpretation is challenged by the fact that even the precise anatomical boundaries of the claustrum are a matter of debate (Dillingham et al., 2019; Smith et al., 2019).

Here, utilizing a multimodal cell typing approach, we sought to understand the extent of heterogeneity within the excitatory claustrum neuron population and relate this to local boundaries and long-range projections. Beginning with single-cell RNA sequencing, we identified two discrete populations of excitatory claustral neurons. To map the topography of these populations, we used multiplexed single-molecule fluorescent in situ hybridization, revealing core and shell claustral neuron subtypes that were transcriptionally distinguishable relative to surrounding cortical neurons. Combining this with multicolor retrograde tracing, we revealed a spatial organization of distinct cortical-projecting claustral populations that mapped onto the identified core and shell subtypes. This work demonstrates that the claustrum consists of heterogeneous populations of excitatory neurons that are topographically organized and project to functionally dissociable cortical regions, suggesting subtype-specific functionality of excitatory claustral neurons. To facilitate future research analyzing claustral cell-type-specific structure and function, data and analysis tools from this study are available via our interactive web portal (http://scrnaseq.janelia.org/claustrum).

## Results

### scRNA-seq reveals discrete excitatory neuron subtypes within the claustrum

We began by using single-cell RNA sequencing (scRNA-seq) to understand the transcriptomic organization of the claustrum. 

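Single cells were harvested by hand from the microdissected claustrum of 4 male mice and processed in 13 plates. In 1 mouse, here called the blindly sampled mouse, a virus carrying a fluorophore guided the dissection but not the choice of cells. In the other 3, here called projection mice 1 to 3, retrobeads (fluorescent microspheres that axon terminals take up and carry back to the cell body) guided both the dissection and the choice of some of the cells. The blindly sampled mouse gave 3 plates with 256 cells, and projection mice 1, 2 and 3 gave 10 plates with 258, 256 and 342 cells. The authors tagged the reads to cell barcodes and molecular identifiers (UMIs), aligned them to the mouse genome, and deposited counts per gene and cell without normalization. The animal and the projection label of each cell came from tables deposited with the counts. The Methods give the totals per cell in reads, so a count is taken here as a read and several counts may come from 1 molecule. Intervals given for counts and cells cover counting error only, and those for counts are too narrow where reads share a molecule. The count table of the blindly sampled mouse lists 16786 genes and 75 ERCC spike-ins, and that of the projection mice lists 23216 genes and 89 spike-ins. A gene listed in only 1 of the tables was given a count of 0 in the cells of the other. Over the cells kept for analysis and with spike-ins left out, the median total per cell was 26023 counts in the blindly sampled mouse (range, 4045 to 85624). It was 154261.5, 138535 and 152832 counts in projection mice 1, 2 and 3 (range over the 3 mice, 434 to 495406). By the numbers of plates given in the Methods, the blindly sampled mouse and the projection mice were sequenced on separate flow cells with different read lengths, so mouse, flow cell and depth cannot be told apart. Cells were clustered in Seurat (version 5.3.0) with the settings of the Methods, which are 2000 variable features, 30 principal components and a resolution of 0.1. For tests of genes, the counts of the cells of each mouse in each cluster were summed, so that mice and not cells were the replicates. Sums of at least 5 cells were normalized by the TMM method and compared by edgeR's quasi-likelihood test (version 4.0.16) with Benjamini-Hochberg adjustment and a threshold of 0.05. To avoid testing a gene in clusters that the same gene had helped to make, genes were split at random into 2 sets and each gene was tested in the clusters made from the other set. Expression is given as TMM-normalized CPM, as the mean ± SD over mice.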

From claustral microdissections from four mice, we manually harvested 1112 cells based on a combination of unbiased blind selection of cells and selection of specific labeled projections (to either the lateral entorhinal cortex [LEC] or retrosplenial cortex [RSC]; see Materials and methods). 

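Requiring at least 1 count of the neuronal gene Snap25 and at least 1 count of the glutamatergic gene Slc17a7 removed 27 and then 74 cells. Of the harvested cells, 90.9% were kept, with 238 cells from the blindly sampled mouse and 224, 220 and 329 from projection mice 1, 2 and 3. The kept cells without a projection label comprised the 238 cells of the blindly sampled mouse and 240 cells of the projection mice. Fewer of the RSC-labeled cells passed than of the harvest as a whole, with 45 of 292 removed. Requiring at least 2 counts of both genes moved the number most and left 947 cells.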

After library preparation, sequencing, and filtering, we retained a total of 1011 excitatory neurons for analysis (n = 478 cells blindly selected; n = 286 and 247 cells projecting to the LEC and RSC, respectively).

We initially examined this dataset agnostic to any projection-specific information. Combining UMAP nonlinear dimensionality reduction (McInnes et al., 2018) with Louvain graph-based clustering (Stuart et al., 2019) revealed that cells broadly conformed to three transcriptomically separated clusters (Figure 1A; also seen in t-SNE: Figure 1—figure supplement 1A). These clusters were all associated with expression of excitatory neuronal markers (Figure 1B) and were found across the anterior-posterior axis and across animals (Figure 1—figure supplement 1B,C). 

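Clustering of the kept cells gave 3 clusters of 438, 456 and 117 cells. Each was given the paper's number by the mean expression of marker genes listed for Clusters 1, 2 and 3, most of them named in the paper's text or Fig. 1E. The numbering but not the membership rests on those genes. As shares of the kept cells, Cluster 1 held 43.3% (95% exact Clopper-Pearson interval, 40.2 to 46.4%), Cluster 2 held 45.1% (42.0 to 48.2%) and Cluster 3 held 11.6% (9.67 to 13.7%). These shares include cells chosen for a projection label. Among the 478 kept cells without a label, Clusters 1, 2 and 3 held 37.7%, 40.4% and 22.0%. The number of clusters was 3 at resolutions of 0.05 and 0.1 and 4 at resolutions of 0.2 and 0.5, where Cluster 3 divided into groups of 87 and 30 cells. With the variable features, principal components, scale factor, division by the cell total or genes changed or any 1 mouse left out, between 98.2% and 99.6% of the clustered cells stayed in the same cluster. The clusters moved most when every cell was thinned to 20000 counts, which 91.7% of the kept cells reached. Thinning left out 67 cells of the blindly sampled mouse, against 7, 8 and 2 of projection mice 1, 2 and 3. In thinned cells 4 clusters formed, and 148 cells of the blindly sampled mouse, 83 of them from Cluster 1 and 63 from Cluster 2, made a cluster of their own. From the arrangement of these clusters, the paper states that the cells broadly conform to transcriptomically separated groups.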

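Snap25 was at 4873 ± 1064 CPM in Cluster 1, 3788 ± 989 CPM in Cluster 2 and 4282 ± 791 CPM in Cluster 3 (SD, n = 4 mice). For Slc17a7 the values were 141 ± 23.2, 149.8 ± 19.0 and 146 ± 32.7 CPM. Neither gene passed the threshold between any cluster and the others, or between any pair of clusters, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the mouse as a block, Snap25 passed it between Clusters 1 and 2, with a log2 fold change of 0.38, higher in Cluster 1 in 4 of 4 mice, and an adjusted p of 0.0086 in the same test (range over the alternatives, 0.0086 to 0.941). The inhibitory marker Gad1 was at 0.057 ± 0.072 CPM in Cluster 1, 4.02 ± 8.04 CPM in Cluster 2 and 57.0 ± 77.5 CPM in Cluster 3. Among the kept cells, 4 had counts of both Gad1 and Gad2, each with exactly 1 count of Slc17a7, and 3 of them lay in Cluster 3 and 1 in Cluster 2. All clusters held cells of every mouse. Of the kept cells of the blindly sampled mouse, 112 lay in Cluster 1, 94 in Cluster 2 and 32 in Cluster 3. The counts for Clusters 1, 2 and 3 were 87, 100 and 37 in projection mouse 1, 91, 107 and 22 in projection mouse 2, and 148, 155 and 26 in projection mouse 3. The share in Cluster 3 ranged from 7.90% (exact Clopper-Pearson interval, 5.23 to 11.4%) in projection mouse 3 to 16.5% (11.9 to 22.0%) in projection mouse 1. Only 8 of 247 RSC-labeled and 4 of 286 LEC-labeled cells lay in Cluster 3, so these shares depend on how cells were chosen. Among cells without a label the share was 13.4% in the blindly sampled mouse. It was 43.8%, 23.0% and 24.4% in projection mice 1, 2 and 3. Anterior and posterior cells were not analysed here, because the tables used do not mark them.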

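Synpr, which encodes the synaptic vesicle protein synaptoporin, was at 1776 ± 234 CPM in Cluster 1, 17.6 ± 11.6 CPM in Cluster 2 and 13.1 ± 14.2 CPM in Cluster 3 (SD, n = 4 mice). Cluster 1 exceeded both other clusters in all 4 mice. Against the mean of the other clusters, the log2 fold change was 6.84 (standard error 0.50, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives tried, this change ranged from 6.31, with clusters made from all genes, to 7.42, without projection mouse 3, and the adjusted p ranged from 2.2e-23 to 2.4e-04. Between Clusters 2 and 3, which both lay near the low end, the change was 0.26 (standard error 0.58) and was not past the threshold.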

In seeking to assign transcriptomic phenotypes to these cells, we noted one cluster (‘Cluster 1’) was enriched for the claustrum marker gene *Synpr* (Binks et al., 2019; Wang et al., 2017). This cluster and a second cluster (‘Cluster 2’) exhibited enriched expression of other claustrum marker genes (e.g., *Gnb4*) relative to the third cluster (‘Cluster 3’) (Figure 1C), with Cluster 2 also showing uniquely expressed marker genes (e.g., *Slc30a3*; Figure 1D). Conversely, Cluster 3 was enriched for markers of excitatory cortical populations (e.g., the layer 6b marker *Ctgf* and the layer 6a marker *Sla*) (Tasic et al., 2016; Tasic et al., 2018), suggesting a cortical phenotype (Figure 1C). 

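Gnb4, which encodes a G protein beta subunit, was at 1251 ± 175 CPM in Cluster 1, 163 ± 29.8 CPM in Cluster 2 and 56.3 ± 29.0 CPM in Cluster 3 (SD, n = 4 mice). Both Clusters 1 and 2 exceeded Cluster 3 in every mouse. The log2 fold change against Cluster 3 was 4.41 for Cluster 1 (standard error 0.31, adjusted p = 1.0e-06) and 1.47 for Cluster 2 (standard error 0.28, adjusted p = 0.0065), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between Clusters 2 and 3 was no longer past the threshold without projection mouse 1 (adjusted p = 0.0733) or without projection mouse 3 (adjusted p = 0.0746), and over all alternatives its adjusted p ranged from 1.8e-05 to 0.0746. Slc30a3, which encodes a vesicular zinc transporter, was at 301 ± 48.8 CPM in Cluster 2, against 18.3 ± 13.8 CPM in Cluster 1 and 10.2 ± 19.1 CPM in Cluster 3. Its log2 fold change in Cluster 2 against the others was 4.37 (standard error 0.76, adjusted p = 0.0047 from the same test), higher in 4 of 4 mice and past the threshold under every alternative. In the pairwise comparisons, also with 4 of 4 mice in the same direction, the change of Cluster 1 against Cluster 2 was -4.04 (standard error 0.97, adjusted p = 0.0270) and that of Cluster 2 against Cluster 3 was 4.70 (standard error 1.03, adjusted p = 0.0153). Without the blindly sampled mouse, projection mouse 1 or projection mouse 2, the adjusted p of the former was 0.0627, 0.109 and 0.0922 and that of the latter 0.0514, 0.0592 and 0.111, the highest over their alternatives being 0.109 and 0.111 and the lowest 6.4e-05 and 6.9e-05.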

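Ctgf, which encodes a secreted growth factor, was at 91.1 ± 117 CPM in Cluster 3, 2.81 ± 3.03 CPM in Cluster 1 and 0.154 ± 0.154 CPM in Cluster 2 (SD, n = 4 mice). Against the mean of the other clusters, its log2 fold change in Cluster 3 was 7.38 (standard error 0.84, adjusted p = 6.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in 4 of 4 mice. The Cluster 3 mean rested largely on the blindly sampled mouse, with 265 CPM against 33.8, 47.5 and 18.1 CPM in projection mice 1, 2 and 3, and the adjusted p stayed at or under 0.0027 under every alternative, that without the blindly sampled mouse included. Sla, which encodes an adaptor protein, was at 51.7 ± 9.15 CPM in Cluster 3, 0.523 ± 0.462 CPM in Cluster 1 and 0.492 ± 0.408 CPM in Cluster 2. The log2 fold change of Sla was 6.80 (standard error 0.55, adjusted p = 4.6e-06 from the same test), also with 4 of 4 mice higher. In Cluster 3 cells thinned to a common total, 31 of 110 (28.2%, 95% exact Clopper-Pearson interval 20.0 to 37.6%) had a count of Ctgf, 43 (39.1%, 29.9 to 48.9%) had a count of Sla, and 12 (10.9%, 5.77 to 18.3%) had counts of both. The share with Ctgf was 88.0% in the blindly sampled mouse and 10.6% in the projection mice. Without the blindly sampled mouse the pooled share fell to that 10.6%, and the share with Sla was 37.6%. From these markers, the paper proposes a cortical phenotype for Cluster 3.

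**Figure D1:**
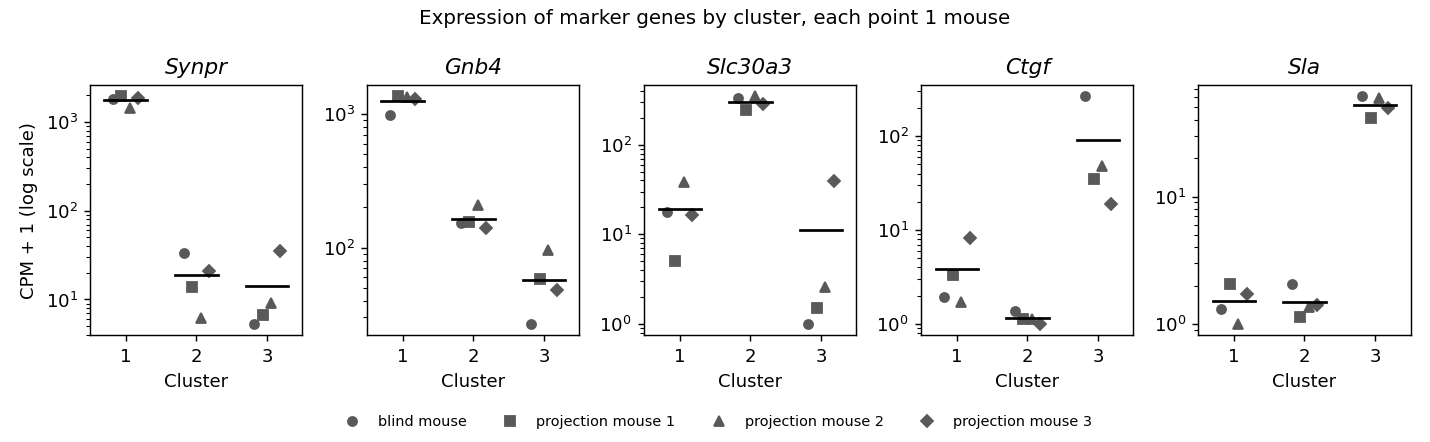
Expression of Synpr, Gnb4, Slc30a3, Ctgf and Sla in Clusters 1, 2 and 3 of the blindly sampled mouse and of projection mice 1 to 3. The vertical axis is CPM + 1 on a log scale, each point is 1 mouse and the bar is the mean over the 4 mice, and Ctgf in Cluster 3 reached 265 CPM in the blindly sampled mouse and stayed between 18.1 and 47.5 CPM in the others.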

Each cluster also exhibited enriched expression of many other genes associated with neuronal function (Figure 1E), suggesting structural and functional heterogeneity between these three clusters (for full lists of differentially expressed genes, see Supplementary files 1–3).

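Of 12867 genes tested, 1237 passed the threshold between Cluster 1 and the mean of the other clusters (683 higher and 554 lower), 441 for Cluster 2 (283 higher and 158 lower) and 1320 for Cluster 3 (616 higher and 704 lower). Between pairs of clusters, 632 genes passed it for Clusters 1 and 2, 1536 for Clusters 1 and 3, and 692 for Clusters 2 and 3. For Clusters 1 and 2 the fit with the mouse as a block gave 955 genes. DESeq2 gave 1686, 778 and 1905 genes for Clusters 1, 2 and 3 and 1074, 2109 and 1178 for the pairs in the same order, and leaving out 1 of the projection mice lowered the counts of edgeR. Without projection mouse 1 these counts were 604, 191 and 771 for Clusters 1, 2 and 3 and 295, 855 and 370 for the pairs in the same order. Without projection mouse 2 they were 745, 210 and 723, and 347, 885 and 309. Without projection mouse 3 they were 606, 157 and 688, and 237, 812 and 319. Among called genes with the largest changes, Fam181b was at least 507-fold higher in Cluster 1, with a floor of 3 counts over the other clusters, which had none. Fermt1 was 184-fold higher there (95% counting interval, 96.9 to 404). In Cluster 2, Ptprz1 had 728 counts in 56 of 462 cells and 1 count in the other clusters, a ratio of 907 with a counting interval of 162 to 35876. Tle3 had no count in Cluster 3 and was at least 63.1-fold lower there. Each of the 43 genes of Fig. 1E had its highest mean CPM in the cluster in which the figure shows it highest, and 42 of them passed the threshold in that cluster. The exception was Nrn1 in Cluster 2, with a log2 fold change of 2.03 (standard error 0.66, adjusted p = 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed it with the mouse as a block (adjusted p = 0.0202) and in thinned cells (0.0288) and ranged up to 0.463 over the alternatives. The paper's lists of enriched genes hold 271, 161 and 250 genes for Clusters 1, 2 and 3, of which 270, 161 and 247 were found and tested. Of these, 228, 108 and 234 were called higher and none lower, and adjusted over the list alone the numbers were 253, 148 and 241. The lists were drawn from the same cells, so these counts are not independent evidence.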

**Figure 1.**
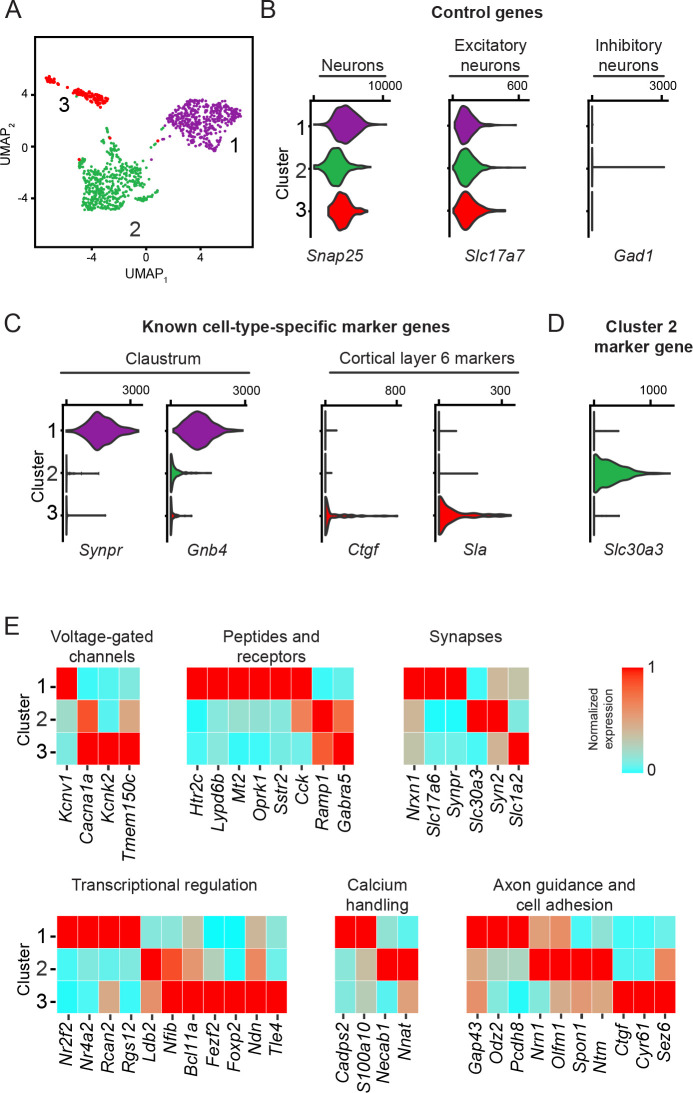
Excitatory claustrum-occupying cells are separable into discrete transcriptomic populations. (**A**) UMAP dimensionality reduction of single-cell transcriptomes. Points denote individual cells, with coloring denoting cluster identity obtained by graph-based clustering. (**B**) Violin plots illustrating expression of control marker genes, with accompanying values denoting normalized and log-transformed count value associated with right tick mark. (**C**) As in (**B**), but for known marker genes of claustrum neurons and layer 6 cortical neurons. (**D**) As in (**B**), but for the novel Cluster 2 marker gene *Slc30a3*. (**E**) Heatmap illustrating expression of genes associated with neuronal functionality that are enriched or depleted in a cell-type-specific fashion.

**Figure 1—figure supplement 1.**
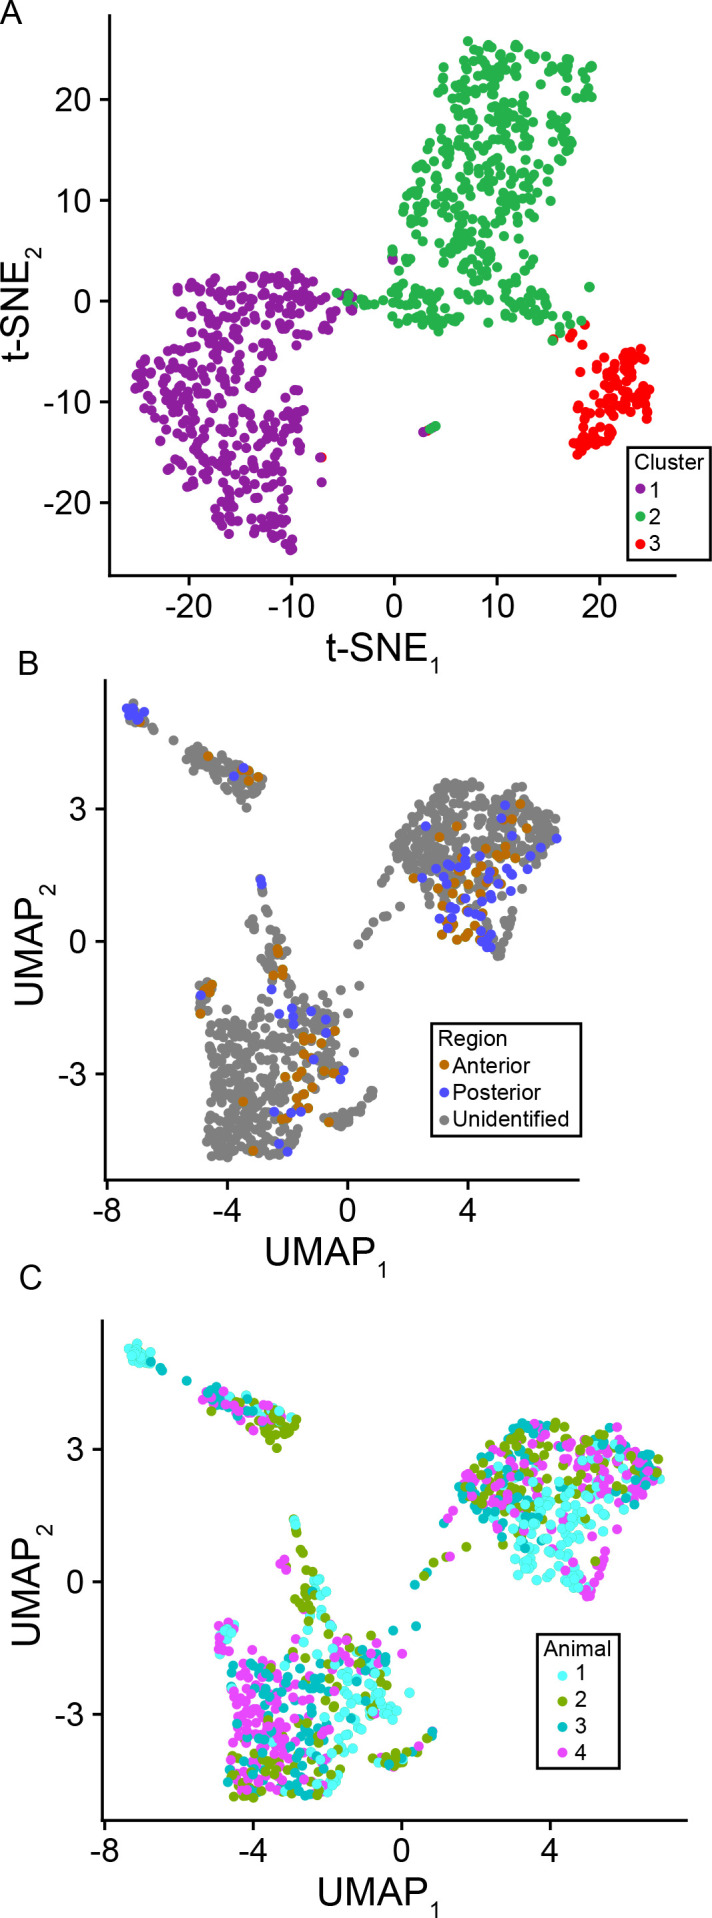
Consistency and reproducibility of scRNA-seq data. (**A**) t-SNE dimensionality reduction of scRNA-seq dataset, illustrating separation of clusters. Cells are colored according to cluster identity as in Figure 1. (**B**) Cells colored according to location of slice (anterior vs. posterior), depicted in UMAP space. Anterior and posterior cells occupy identical clusters. (**C**) Cells colored according to animal, depicted in UMAP space, illustrating clustering of cells across animals.

**Figure 1—figure supplement 2.**
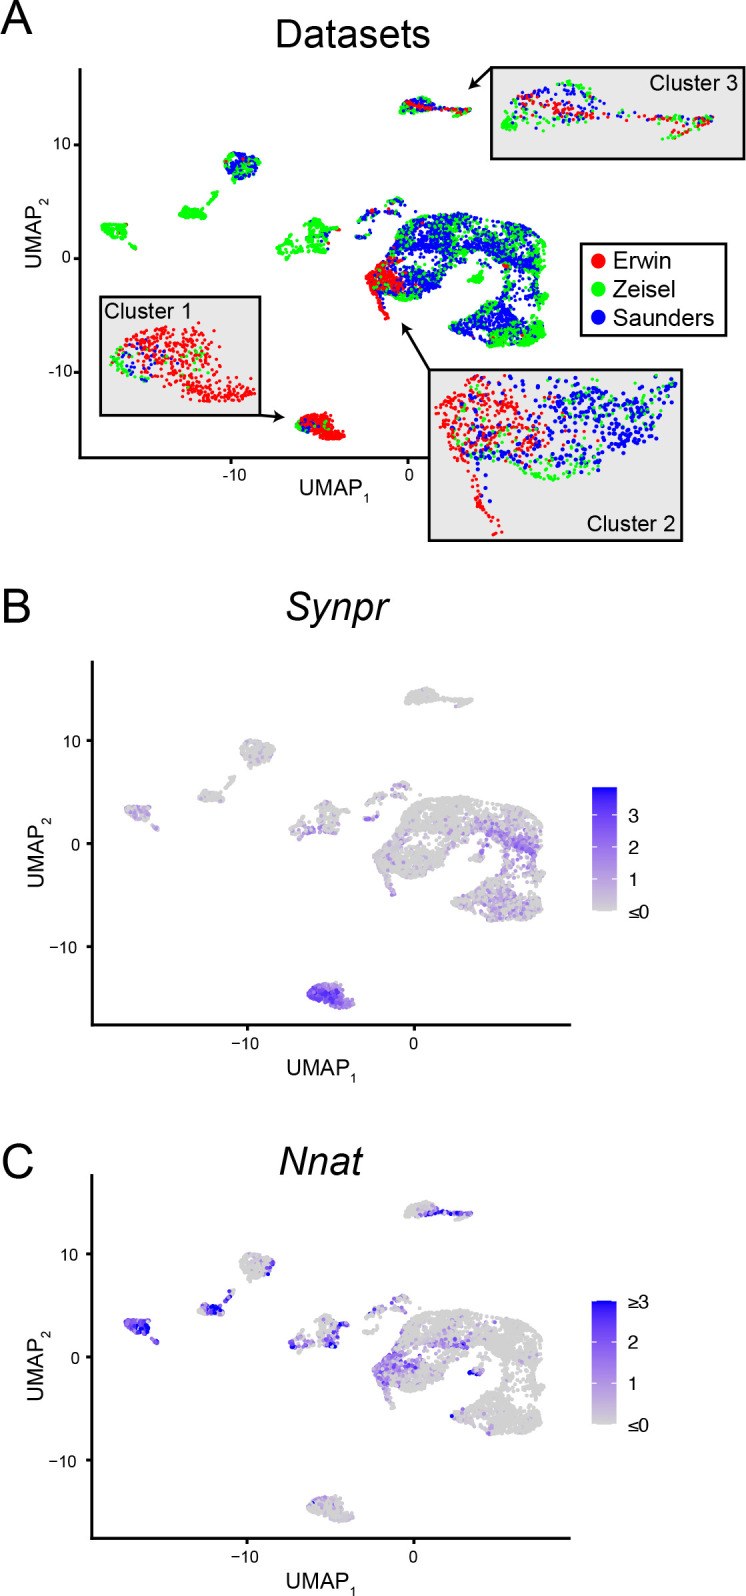
Comparison of new and published scRNA-seq datasets. (**A**) scRNA-seq analysis, integrating the new (‘Erwin’) dataset with published data from Zeisel et al., 2018 and Saunders et al., 2018 (‘Zeisel’ and ‘Saunders,’ respectively). Cells in the integrated dataset are depicted in UMAP embedding and colored according to source dataset. Insets provide expansion of cell types enriched in the Erwin dataset. (**B**) Expression of *Synpr* in the integrated dataset, helping to illustrate cells associated with Cluster 1 in Erwin dataset. Color map and units reflects scaled expression across integrated datasets (dimensionless). (**C**) As in (**B**), but for *Nnat,* illustrating cells associated with Cluster 2 in Erwin dataset.

**Figure 1—figure supplement 3.**
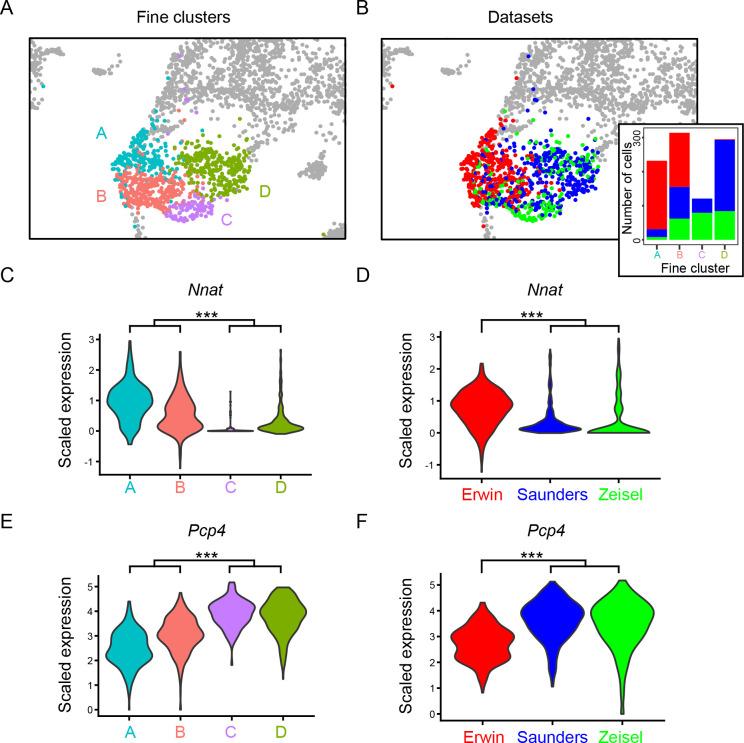
*Nnat* and *Pcp4* differentiate similar cells across datasets. (**A**) Clusters of neurons obtained at a relatively fine clustering resolution, encompassing *Nnat-*expressing claustrum shell neurons from Erwin dataset, as well as similar neurons from published Saunders and Zeisel datasets. (**B**) As in (**A**), but colored according to dataset of origin. Inset illustrates the number of cells from each dataset on a per-cluster basis. Expression presented in scaled (dimensionless) units. (**C**) Expression of *Nnat* across the clusters in (**A**). (**D**) As in (**C**), but expression illustrated by dataset of origin rather than cluster. (**E, F**) As in (**C, D**), but for *Pcp4*.

**Figure 1—figure supplement 4.**
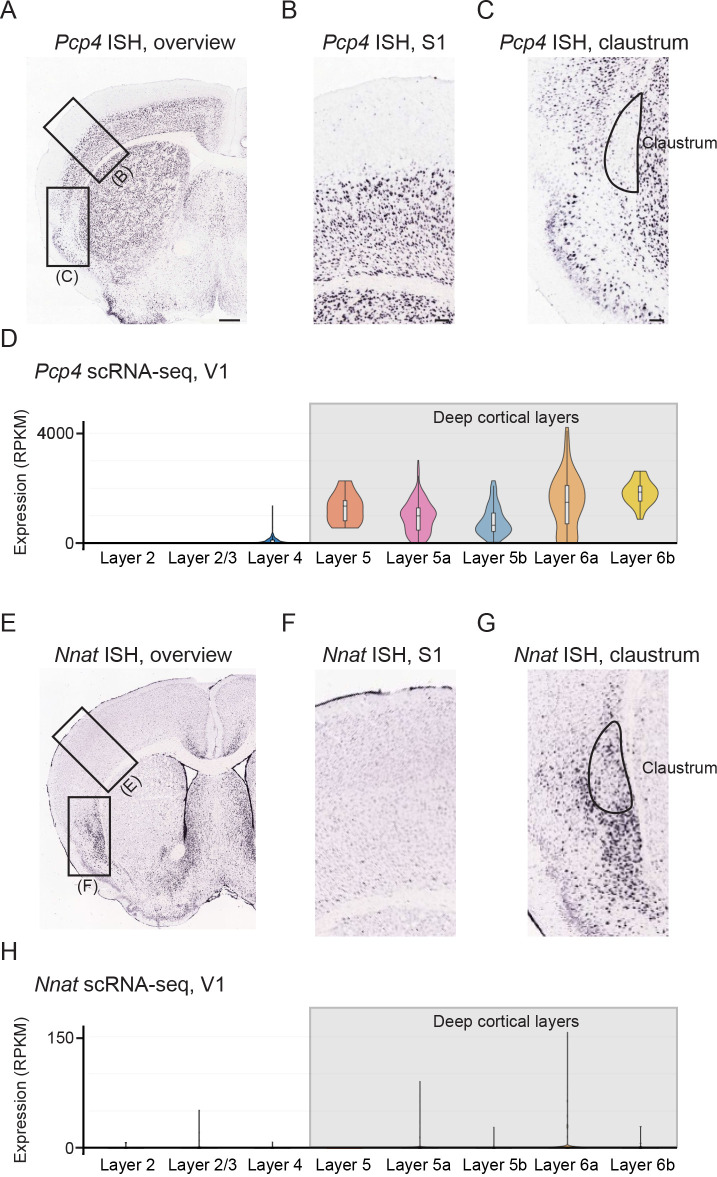
*Pcp4* and *Nnat* differentiate deep cortical layers from claustrum shell. (**A**) Chromogenic in situ hybridization showing *Pcp4* expression in a coronal section of the mouse brain. Scale bar: 500 µm. (**B, C**) Expansion of the regions highlighted in (**A**). Note that *Pcp4* exhibits near-ubiquitous expression across the deep cortical layers (e.g., S1), which sharply decreases upon emergence of the claustrum. Data in (**A–C**) from Allen Mouse Brain Atlas (Lein et al., 2007). Scale bars: 100 µm. (**D**) Single-cell RNA sequencing data from V1 further supporting strong, ubiquitous expression of *Pcp4* across deep cortical layers. Data from Tasic et al., 2016 with cluster identities and associated analysis conducted via the Broad Institute Single Cell Portal (https://singlecell.broadinstitute.org/single_cell), with results presented in reads per kilobase per million mapped reads (RPKM). (**E–H**) As in (**A–D**), but for *Nnat*.

### Comparison to other scRNA-seq data

To understand our results in the context of other published scRNA-seq data, we next integrated our dataset with existing large-scale datasets that potentially included the claustrum (Saunders et al., 2018; Zeisel et al., 2018). Consistent with the three clusters identified within our dataset, our dataset largely conformed to three distinct locations within the broader cell-type landscape when incorporating published data (Figure 1—figure supplement 2A,B). In particular, Cluster 1 cells occupied an isolated group of *Synpr*-expressing cells, whereas Cluster 2 cells coarsely occupied a distinct location nearby other datasets, but were also enriched for specific marker genes like *Nnat* (Figure 1—figure supplement 2C). In agreement with Cluster 2 being non-cortical, these *Nnat-*expressing Cluster 2 cells were also depleted in *Pcp4* expression (Figure 1—figure supplement 3), a gene strongly expressed in deep cortical layers (but with exception of layer 6 intratelencephalic excitatory neurons: Watakabe et al., 2012; Figure 1—figure supplement 4). In collection, this work shows that our scRNA-seq data recapitulates previously described cell types and further suggests new marker genes and specializations that may have been underresolved in previous studies.

### Two types of excitatory claustral neurons exist in a core-shell arrangement

As the spatial cell-type-specific organization of the claustrum remains uncertain, we next sought to map our scRNA-seq-identified cell types in a spatial context. To do this, we used multiplexed fluorescent in situ hybridization (mFISH) (Wang et al., 2012), allowing us to map 12 RNA targets at a single-molecule and single-cell resolution (Sullivan et al., 2020). We selected genes that allowed us to grossly identify excitatory neurons (*Slc17a7, Slc17a6*), cortical markers (*Ctgf, Pcp4*), classical claustrum markers (*Synpr, Lxn, Gnb4*), and putative subtype-specific markers from our scRNA-seq dataset (*Cdh9, Slc30a3, Gfra1, Nnat, Spon1*) (overview of genes in scRNA-seq: Figure 2—figure supplement 1).

We used mFISH to spatially register expression of these 12 genes across anterior, intermediate, and posterior sections of the claustrum (Figure 2A; expansions: Figure 2—figure supplement 2; Video 1; n = 18,957 excitatory neurons from n = 5 animals analyzed). In doing so, we identified a claustrum population with a relatively central core-like location that exhibited expression of *Synpr*, and a surrounding shell-like population exhibiting expression of *Nnat* (Figure 2B–D). This organization was present across the anterior-posterior axis (Figure 2—figure supplement 3) as well as across animals (Figure 2—figure supplement 4), and recapitulated gene-expression properties predicted from scRNA-seq (Figure 2—figure supplement 5). Adjacent to these populations were other neuronal subtypes enriched for markers of cortical cells, including a cluster with spatial and transcriptional properties of deep layer 6 cells (i.e., a *Ctgf*-expressing cluster in the deepest cortical layer). Collectively, these results illustrated that claustrum excitatory neuron subtypes are transcriptionally distinct from neighboring cortical neurons and form a core-shell spatial organization.

**Video 1.** Example multiplexed fluorescent in situ hybridization image across fine and coarse spatial scales.

**Figure 2.**
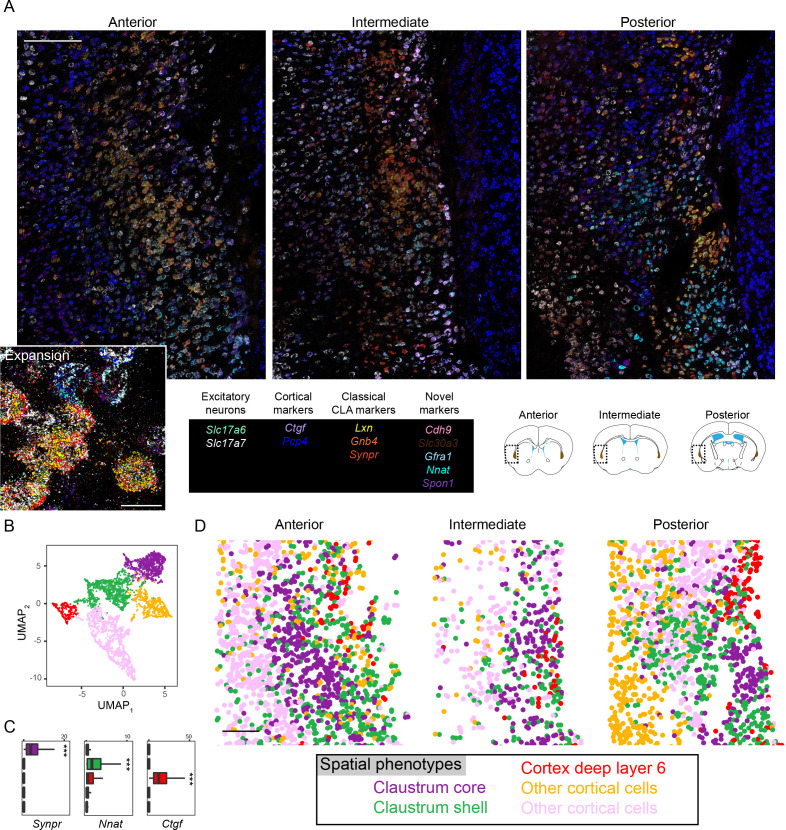
Multiplexed fluorescent in situ hybridization analysis of the claustrum. (**A**) Overview of anterior (left), intermediate (middle), and posterior (right) sections of the claustrum. Inset shows expansion of anterior section. Probe list provided at bottom middle, with atlas schematics denoting coronal section locations at bottom right, as well as imaged regions and claustrum definition of atlas (brown). Scale bars: overview: 200 µm; expansion: 20 µm. Atlas schematic adapted from Franklin and Paxinos, 2013. (**B**) UMAP-based nonlinear dimensionality reduction for *Slc17a7*-expressing cells (putative excitatory neurons) segmented from (**A**) and colored according to Leiden cluster identity. (**C**) Expression of example marker genes for core claustrum (*Synpr*), shell claustrum (*Nnat*), and layer 6 neurons (*Ctgf*). (**D**) Excitatory neurons from (**B**) plotted in spatial coordinates. Purple and green clusters respectively occupy the claustrum core and shell. Red neurons occupy deep layer 6 cortex, whereas yellow and pink clusters occupy other cortical regions. Scale bar: 200 µm.

**Figure 2—figure supplement 1.**
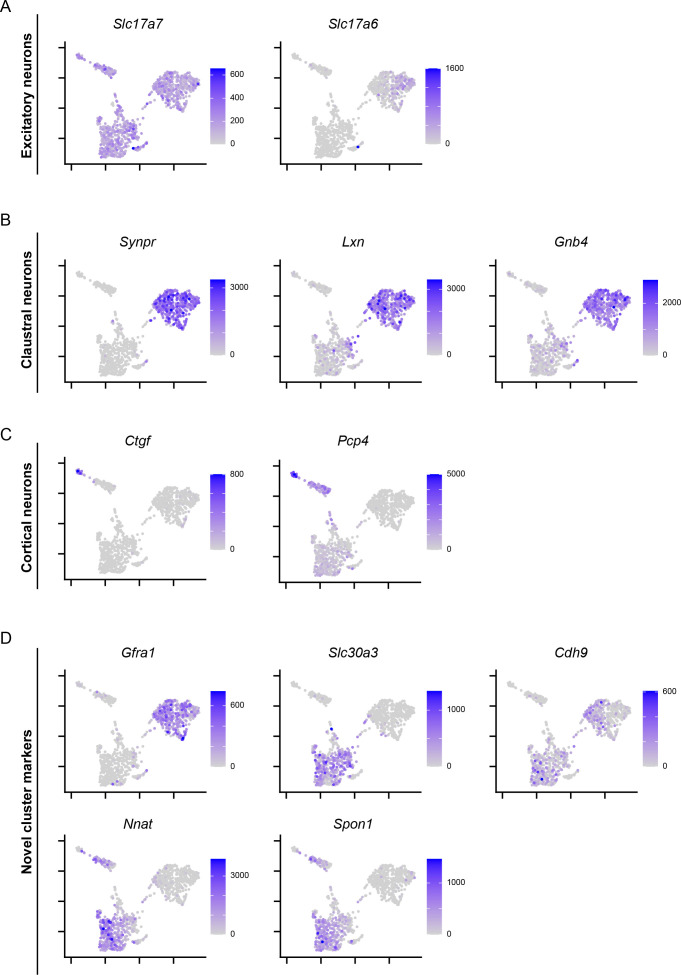
scRNA-seq profiles of multiplexed fluorescent in situ hybridization-targeted genes. (**A**) scRNA-seq expression profiles of excitatory neuronal markers *Slc17a7* and *Slc17a6*. Expression depicted in UMAP embedding, plotted as counts per million with color scale provided. (**B**) As in (**A**), but for previously known claustral marker genes. (**C**) As in (**A**), but for cortical marker genes. (**D**) As in (**A**), but for genes identified in this study that were enriched or depleted in a cluster-specific manner.

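Of the genes chosen for mFISH, Slc17a6, Lxn and Gfra1 were highest in Cluster 1. Slc17a6 was at 79.1 ± 18.1 CPM there, 0.742 ± 0.801 CPM in Cluster 2 and 7.04 ± 9.30 CPM in Cluster 3 (SD, n = 4 mice). The corresponding values were 1532 ± 216, 179.9 ± 70.3 and 34.0 ± 17.8 CPM for Lxn and 216 ± 28.6, 6.30 ± 1.30 and 11.7 ± 10.1 CPM for Gfra1. Against the mean of the other clusters the log2 fold changes in Cluster 1 were 4.92, 4.28 and 4.63, with adjusted p values from 7.0e-07 to 4.0e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each was higher in 4 of 4 mice, and the calls held under every alternative, none of which used the clusters formed in thinned cells. Nnat was at 55.7 ± 33.2 CPM in Cluster 1, 839 ± 429 CPM in Cluster 2 and 585 ± 428 CPM in Cluster 3, and Spon1 was at 7.49 ± 4.80, 227 ± 75.5 and 159.8 ± 96.9 CPM. Nnat was higher in Cluster 2 than in the mean of the others by 2.18 on the log2 scale (standard error 0.49, adjusted p = 0.0237) and in 4 of 4 mice, but the adjusted p was 0.160, 0.0739 and 0.181 without projection mouse 1, 2 and 3 (range over the alternatives, 1.6e-04 to 0.181). Spon1 was higher in Cluster 2 by 2.68 (standard error 0.40, adjusted p = 0.0018) and in 4 of 4 mice, and this call held under every alternative. Between Clusters 2 and 3 neither gene differed past the threshold, with changes of 0.46 for Nnat (adjusted p = 0.798) and 0.45 for Spon1 (adjusted p = 0.737), all in the same test. That fit did not pair the sums of a mouse. Both genes had a higher CPM in Cluster 2 than in Cluster 3 in 4 of 4 mice, so equal levels are not shown. Pcp4 was at 13.8 ± 8.20, 357 ± 62.7 and 1870.3 ± 1058 CPM in Clusters 1, 2 and 3, and in 4 of 4 mice it exceeded the mean of the others in Cluster 3, by 4.77 (standard error 0.37, adjusted p = 2.9e-06). Cdh9 was depleted in Cluster 3, with 4.23 ± 3.31 CPM against 58.4 ± 20.0 CPM in Cluster 1 and 55.7 ± 18.0 CPM in Cluster 2, a change of -3.56 in the same direction in 4 of 4 mice (standard error 0.48, adjusted p = 2.6e-04). In the GENCODE mouse annotation, an exon of Pcp4 overlaps an exon of Igsf5 on the same strand, an exon of Lxn overlaps one of Gfm1 on the opposite strand, and exons of Gfra1, Cdh9 and Nnat overlap exons of noncoding genes on the opposite strand. How the authors' counting treated such reads is not stated, which leaves these values uncertain to that extent.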

**Figure 2—figure supplement 2.**
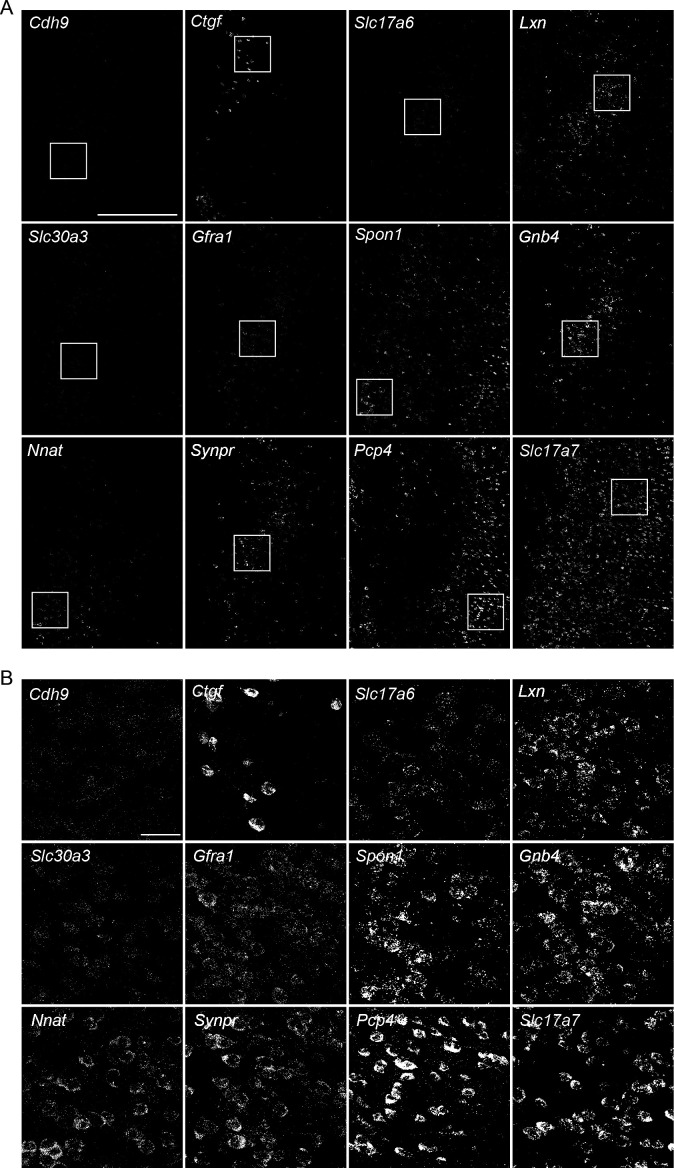
Representative expansions of RNA signals detected via multiplexed fluorescent in situ hybridization (mFISH). (**A**) Overview of signals associated with the 12 genes targeted by mFISH. Scale bar: 500 μm. (**B**) For each gene, expansions of the areas shown in (**A**). Scale bar: 50 μm.

**Figure 2—figure supplement 3.**
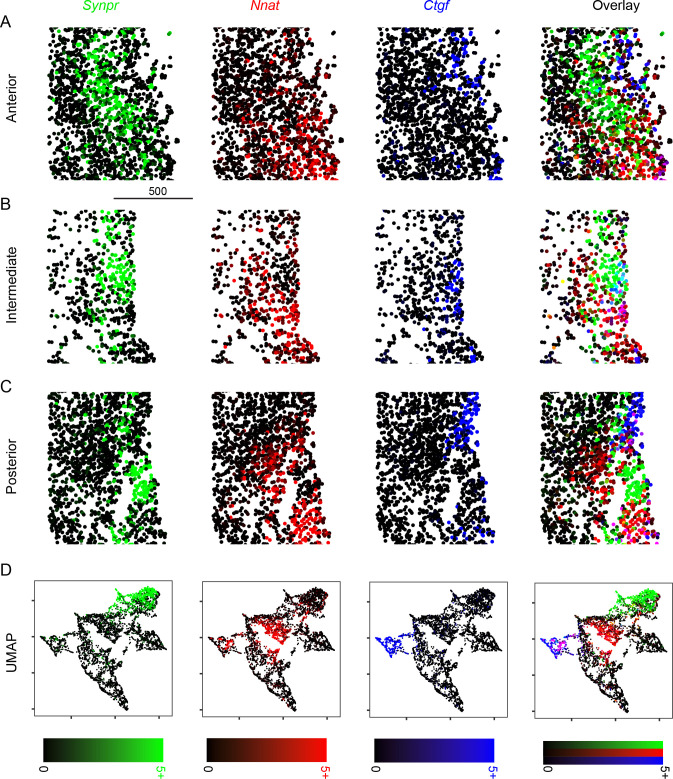
Expression of core, shell, and layer 6 marker genes across the anterior-posterior axis. (**A**) Expression of *Synpr* (green), *Nnat* (red), and *Ctgf* (blue) in anterior sections, as well as three-color overlay. Scale bar: 500 μm. (**B, C**) As in (**A**), but for intermediate (**B**) and posterior (**C**) sections. (**D**) Expression of *Synpr*, *Nnat*, and *Ctgf* in UMAP embedding pooling across all shown sections. Scale bars, illustrating percent area covered (PAC), are provided at bottom for each column.

**Figure 2—figure supplement 4.**
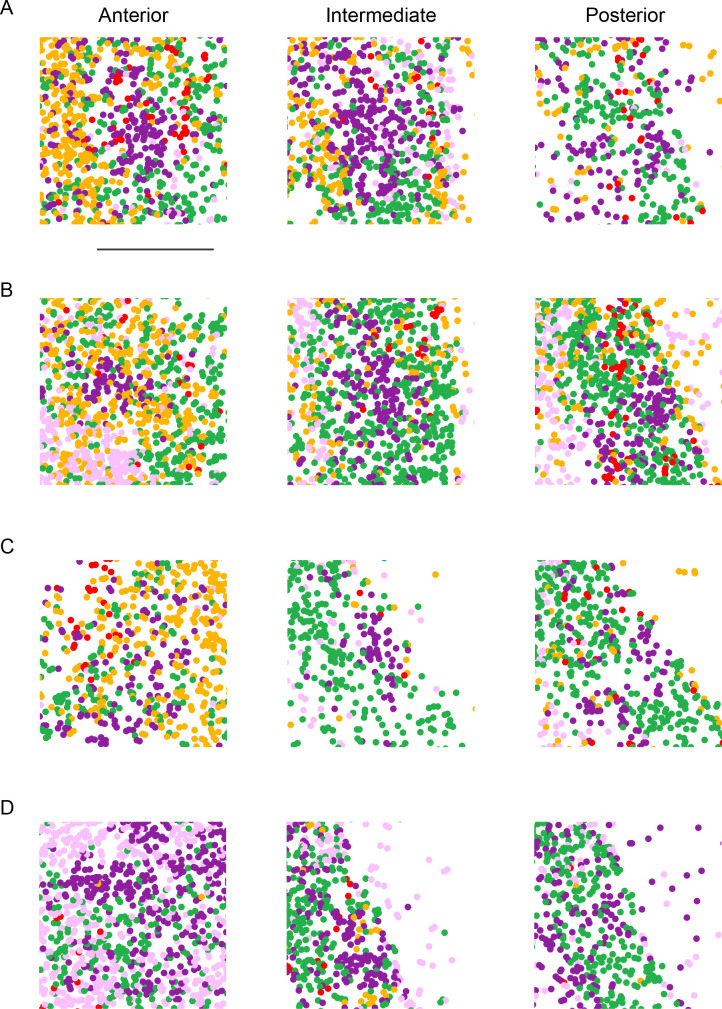
Overview of cellular phenotyping across sections and mice. (**A**) Cellular phenotyping across relatively anterior (left), intermediate (middle), and posterior (right) sections for a replicate animal, with cells colored according to cluster identity as in Figure 2. (**B–D**) As in (**A**), but for other replicate animals. Scale bar: 500 µm.

**Figure 2—figure supplement 5.**
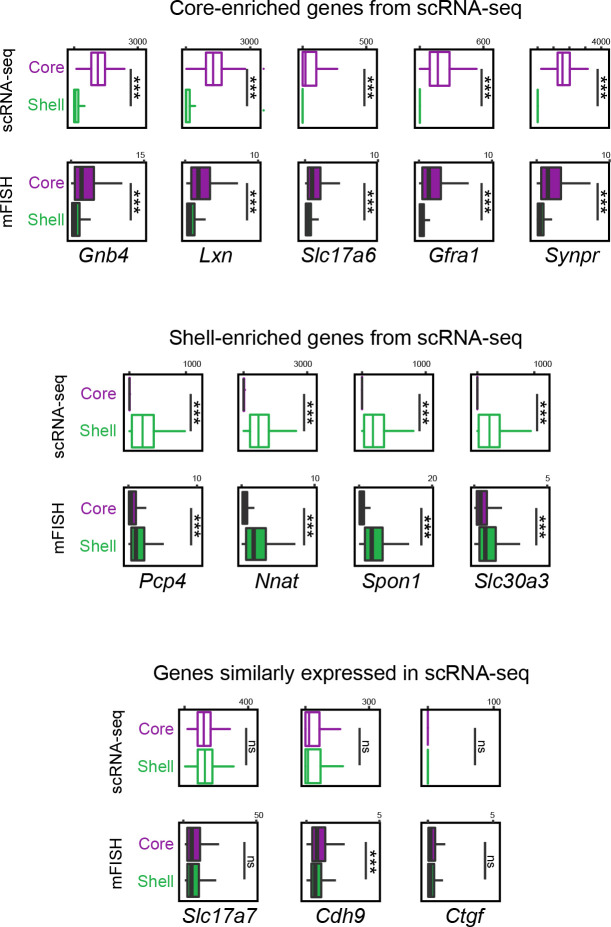
Comparison of gene expression of putative core and shell populations across scRNA-seq and multiplexed fluorescent in situ hybridization (mFISH). Top row: box plots illustrating expression of core-associated marker genes in scRNA-seq and mFISH datasets for core and shell clusters. Middle row: as in top row, but for shell-associated marker genes. Bottom row: as in top row, but for genes similarly expressed in scRNA-seq core and shell datasets.

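In the scRNA-seq data, genes were compared between Clusters 1 and 2, the putative core and shell populations, from the sums of 4 mice. The core-associated genes Synpr, Slc17a6, Gfra1, Lxn and Gnb4 were higher in Cluster 1, with log2 fold changes of 6.71, 6.51, 5.12, 3.09 and 2.94. Their adjusted p values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 1.2e-05 and 0.0013, all 4 mice had each of them higher in Cluster 1, and the calls held under every alternative. The shell-associated genes Spon1 and Nnat were lower in Cluster 1, with changes of -4.90 (adjusted p = 1.5e-04) and -3.90 (adjusted p = 0.0028) in the same test and in 4 of 4 mice. Without projection mouse 3 the adjusted p of Nnat was 0.0535, the highest over its alternatives, and the lowest was 1.2e-06. Pcp4 was also lower in Cluster 1, by a log2 change of -4.69 (standard error 0.49). Cdh9 and Slc17a7 did not differ past the threshold, with changes of 0.07 (standard error 0.43) and -0.09 (standard error 0.18). The change of Cdh9 was -0.17 without projection mouse 2 and that of Slc17a7 was 0.02 without projection mouse 1. Ctgf was higher in Cluster 1 by 4.92 (standard error 1.25, adjusted p = 0.0350 from the same test) and in 4 of 4 mice, at a level in both clusters far below that in Cluster 3. That call was lost without projection mouse 1, 2 or 3, where the adjusted p was 0.175, 0.130 and 0.273, in thinned cells (0.134) and with equal numbers of cells (0.0773), and the lowest adjusted p over the alternatives was 0.0026.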

### Claustrum excitatory subpopulations co-vary with projection target

Does this differential marker gene expression and spatial patterning correspond to distinct claustral projections? To answer this question, we next considered projections to the RSC and LEC, two claustral projections that exhibit minimal overlap (two-color retrograde viral injections: Figure 3A; see also Marriott et al., 2020). We first examined our scRNA-seq dataset with respect to projection targets, where a subset of RSC- and LEC-projecting cells were specifically targeted by retrograde labeling and manual harvesting (Figure 3B). 

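In the 3 projection mice, green retrobeads had been injected into the LEC and red retrobeads into the RSC. The kept cells comprised 247 RSC-labeled, 286 LEC-labeled and 240 unlabeled cells. Their median totals per cell were 143978, 157477.5 and 151232.5 counts. RSC- and LEC-labeled cells of a mouse lay on separate plates, except on plate 12, which held 34 RSC-labeled and 44 LEC-labeled kept cells of projection mouse 3. Plates and projections are therefore confounded except on that plate. For tests between projections, the counts of the labeled cells of each mouse were summed for each label whatever their cluster, which gave 3 sums against 3. Clusters had been made without use of the labels.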

Strikingly, 85% (204/241) of RSC-projecting claustrum cells mapped onto the *Synpr*-expressing class, whereas 84% (238/282) of LEC-projecting claustrum cells mapped onto the *Nnat-*expressing class (Figure 3C). Similarly, applying mFISH to retrograde-labeled cells provided complementary evidence that *Synpr* and *Nnat* were respectively enriched in RSC-projecting and LEC-projecting cells (representative section: Figure 3D–H; all projection cells: Figure 3I, Figure 3—figure supplement 1), and illustrated that RSC- and LEC-projecting cells were enriched in distinct claustral subtypes (216/259 = 83% of RSC-projecting claustral cells were found in core cluster and 276/324 = 85% of LEC-projecting claustral cells were found in shell cluster, n = 4 and n = 2 animals, respectively, Figure 3J). Thus, distinct excitatory claustrum projection neurons were coherently separable by marker genes, local spatial organization, and long-range projection targets.

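Of the RSC-projecting cells in Clusters 1 and 2, 212 of 239 (88.7%, 95% exact Clopper-Pearson interval 84.0 to 92.4%) lay in Cluster 1. Of the LEC-projecting cells, 236 of 282 (83.7%, 78.8 to 87.8%) lay in Cluster 2. By mouse, the RSC share in Cluster 1 was 81.0%, 89.2% and 92.8% in projection mice 1, 2 and 3 (mean 87.7% ± 6.07, SD, n = 3). The LEC share in Cluster 2 was 77.2%, 85.5% and 86.6% (mean 83.1% ± 5.14, SD, n = 3). The share in Cluster 1 was higher for RSC- than for LEC-projecting cells in each of the 3 mice, on average by 70.8 percentage points (range over the 3 mice, 58.2 to 79.4). In a two-sided exact permutation test that exchanged the labels within mice, p was 0.25, the smallest that 3 pairs allow, and in one that exchanged the 6 values without regard to mouse it was 0.1, also its smallest, so neither could pass a threshold of 0.05. On plate 12, the plate with cells of both labels, 29 of 34 RSC-labeled cells (85.3%, 68.9 to 95.05%) were in Cluster 1 and 33 of 44 LEC-labeled cells (75.0%, 59.7 to 86.8%) in Cluster 2. Over all alternatives the RSC share ranged from 82.9% to 90.1% and the LEC share from 81.3% to 86.7%. The lowest value of both came from leaving out projection mouse 3. Of the unlabeled cells of the same mice, 68 of 240 lay in Cluster 1, 99 in Cluster 2 and 73 in Cluster 3.

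**Figure D2:**
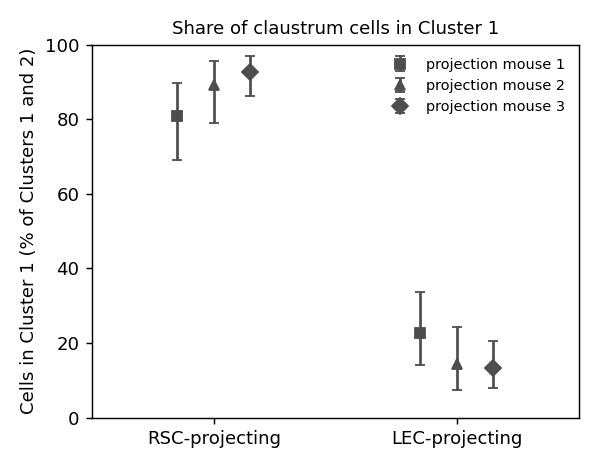
Percentage of RSC- and LEC-projecting cells of Clusters 1 and 2 that lay in Cluster 1, from 0 to 100%. Each point is 1 projection mouse and the bars are 95% exact Clopper-Pearson intervals, and the RSC-projecting cells of the 3 mice sit between 81.0% and 92.8%, and the LEC-projecting cells between 13.4% and 22.8%.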

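Between all RSC- and LEC-projecting cells, 507 of 13242 genes tested passed the threshold (255 higher and 252 lower in RSC-projecting cells). The count was 1121 with DESeq2, and in edgeR it was 344, 46 and 21 without projection mouse 1, 2 and 3. The core-associated genes Synpr, Slc17a6, Gfra1, Gnb4 and Lxn were higher in RSC-projecting cells, with log2 fold changes of 2.23, 2.13, 2.00, 1.71 and 1.57 and adjusted p values between 0.0011 and 0.0122 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Synpr was at 1626 ± 294 CPM in RSC- and 349 ± 208 CPM in LEC-projecting cells (SD, n = 3 mice). The shell-associated genes Nnat, Spon1 and Slc30a3 were lower, with changes of -3.38, -3.35 and -2.53 and adjusted p values between 0.0049 and 0.0083 in the same test. Nnat was at 93.5 ± 44.6 CPM in RSC- and 974 ± 409 CPM in LEC-projecting cells. Each of these 8 genes went the same way in all 3 mice. Without projection mouse 2, Synpr, Gnb4, Slc17a6, Gfra1, Slc30a3 and Spon1 lost the call (adjusted p from 0.0503 to 0.133). Without projection mouse 3, Synpr, Slc17a6, Gfra1, Slc30a3, Spon1 and Nnat lost it (0.0611 to 0.196). Lxn kept it under every alternative. The change in Pcp4 was -1.98 (standard error 0.54, adjusted p = 0.0888, also from edgeR's quasi-likelihood test) and passed the threshold with Cluster 3 cells left out (0.0284) and with no filter on low counts (0.0376), the highest over the alternatives being 0.216, and Cdh9 changed by -0.22 (standard error 0.22). Within Cluster 1 no gene passed the threshold in edgeR's test, where 455 of 12354 genes had an unadjusted p under 0.05 and DESeq2 called 7. These 455 genes are fewer than chance alone would give. On simulated data edgeR recovered only 3% of 4-fold changes and 0% of 2-fold changes in this comparison, so a difference there is not ruled out. Within Cluster 2, where the RSC-labeled sums held 12, 7 and 8 cells, 51 genes passed the threshold, and 1, 0 and 3 genes did without projection mouse 1, 2 and 3. Without projection mouse 2, 1538 genes had an unadjusted p under 0.05 there, and with all mice DESeq2 called 417. From the separation of projections across the clusters, together with the mFISH data, the paper concludes that claustrum projection neurons are separable by marker genes, location and target.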

**Figure 3.**
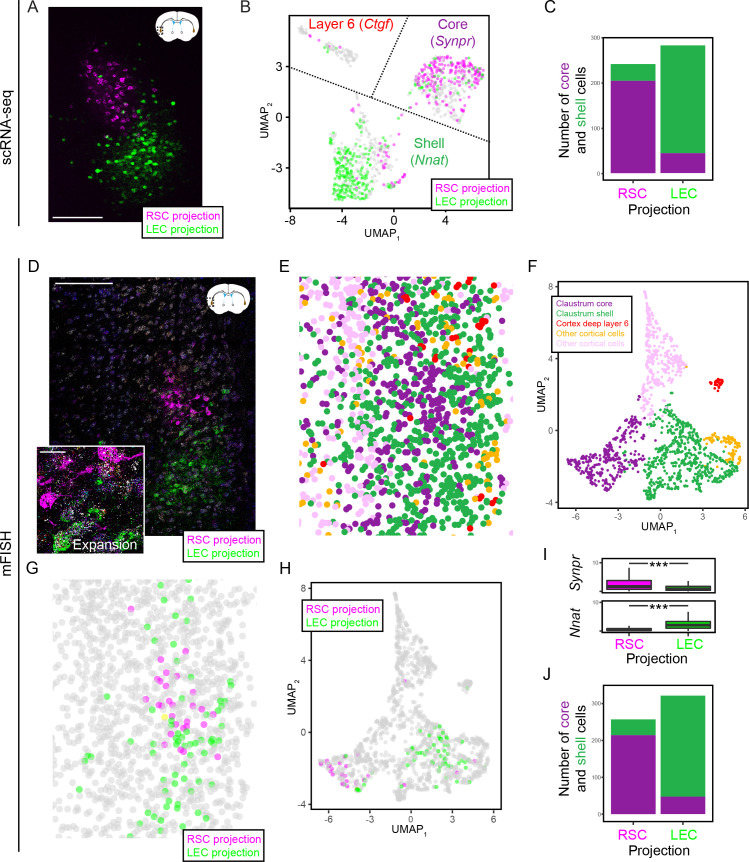
Claustrum transcriptomic subtypes are associated with different projections. (**A**) Projections to the retrosplenial cortex (RSC; magenta) and lateral entorhinal cortex (LEC; green) emanate from different spatial locations. Atlas schematic denotes coronal section location, adapted from Franklin and Paxinos, 2013. Scale bar: 200 µm. (**B**) Left: UMAP visualization of scRNA-seq claustrum transcriptomes, with coloring of individual cells corresponding to their associated projection. Labels denote cluster phenotypes and example marker genes. (**C**) Counts of RSC-projecting and LEC-projecting cells according to scRNA-seq core and shell phenotypes. (**D**) Representative multiplexed fluorescent in situ hybridization (mFISH) of intermediate claustrum section, including circuit mapping of long-range projections to the RSC (magenta) and LEC (green). Scale bars: overview: 200 µm; expansion: 20 µm. (**E**) Cellular segmentation and cluster identification based upon gene expression detected via mFISH, for section shown in (**D**). (**F**) UMAP dimensionality reduction of mFISH-characterized cells in (**D**), colored according to cluster identity as in (**E**). Putative phenotypes of clusters, based upon marker gene expression, are provided in inset. (**G**) Locations of neurons projecting to the RSC (magenta), LEC (green), or both (yellow), for section shown in (**D**). Scale bar: 200 µm. (**H**) As in (**G**), but with projections shown in UMAP embedding. (**I**) mFISH-derived expression of *Synpr* and *Nnat* in cells that project to either the RSC (magenta) or LEC (green). Results depict all projection-labeled cells across all sections and animals. (**J**) As in (**C**), but for mFISH core and shell phenotypes across all sections and animals.

**Figure 3—figure supplement 1.**
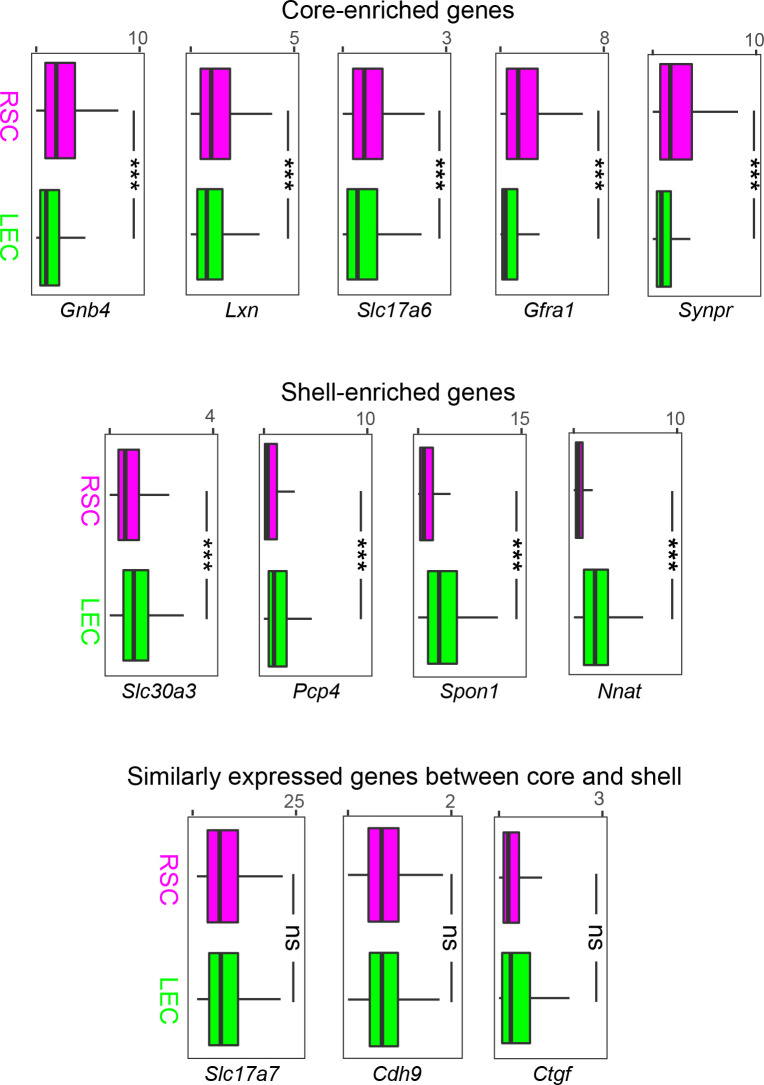
Multiplexed fluorescent in situ hybridization (mFISH)-derived gene expression profiles for retrosplenial cortex (RSC)- and lateral entorhinal cortex (LEC)-projecting neurons. Box plots illustrating expression of genes in mFISH dataset according to projections to either the RSC or LEC. Plots grouped according to scRNA-seq-derived expression profiles.

## Discussion

A variety of different approaches have previously been used to establish the anatomical definitions of the claustrum. Marker-based approaches using individual genes such as *Lxn*, *Gnb4*, and *Slc17a6* coarsely demarcate the boundaries of the adult mouse claustrum (Fodoulian et al., 2020; Kitanishi and Matsuo, 2017; Mathur et al., 2009; Peng et al., 2020; Wang et al., 2017; Watakabe et al., 2012), but it is unclear if these different genes all converge upon a monolithic cellular population or embody different claustrum subtypes (and potentially include phenotypically cortical cells: Bruguier et al., 2020; Molnár et al., 2020; Puelles et al., 2016). Retrograde tracing from the cortex has been useful for identifying claustrum projection neurons (Marriott et al., 2020; Minciacchi et al., 1985; Watson et al., 2017; Zingg et al., 2018), but similarly it remains unknown whether projection-labeled claustrum cells are intrinsically homogeneous.

Our approach here, integrating transcriptomic and circuit-level approaches, identified two claustrum cell subtypes that are molecularly distinguishable from surrounding cortex (Figures 1 and 2) and associated with different long-range projection patterns (Figure 3). In previous projection mapping, it has been shown that the RSC and LEC reflect the two most spatially distinct core vs. shell projections (Marriott et al., 2020), and thus it is likely that other claustral projections comprise more of a mosaicism of core and shell transcriptomic phenotypes. Ultimately, this suggests a claustral organizational scheme wherein discretely separate transcriptomic subtypes are biased – but not wholly separable – according to long-range projection targets (Cembrowski and Menon, 2018a).

As the relationship between the claustrum and the nearby deep insular cortex and dorsal endopiriform cortex is often debated (Bruguier et al., 2020; Marriott et al., 2020; Mathur, 2014; Mathur et al., 2009; Smith et al., 2019; Watakabe et al., 2012; Watson et al., 2017; Zingg et al., 2020), it is important to discuss our work in the context of these adjacent regions. Relative to the deep insular cortex, our work here shows a general lack of deep cortical markers for two distinct neuron types, as well as enrichment of genes in these types that are not typically associated with deep cortex (Figure 1C, Figure 1—figure supplements 3 and 4). In conjunction with both of these neuron types showing enrichment of some claustrum marker genes relative to cortical neurons (e.g., *Gnb4*: Figure 1C), we interpret these transcriptomic cell types as claustrum core and shell neuron subtypes. Relative to the dorsal endopiriform cortex, our scRNA-seq and smFISH validation focused on the atlas-defined spatial extent of the claustrum; thus, future work targeting the dorsal endopiriform cortex will be needed to examine the transcriptomic relationship between these two regions.

Collectively, our results will allow subtype-specific claustral function to be assayed in future experiments by leveraging either marker genes or projection pathways (Cembrowski, 2019). Thus, our findings here will help to guide and inform observational and interventional experiments, and bridge claustrum cell-type identity, structure, and function. To facilitate such experiments and interpretations, we have hosted our scRNA-seq data online in conjunction with analysis and visualization tools (http://scrnaseq.janelia.org/claustrum). This web portal will help to identify how specific genes, cells, and circuits mechanistically drive claustral function and behavior.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Sequence-based reagent	*Cdh9* ISH probe	Advanced Cell Diagnostics	443221-T1	mFISH
Sequence-based reagent	*Ctgf* ISH probe	Advanced Cell Diagnostics	314541-T2	mFISH
Sequence-based reagent	*Slc17a6* ISH probe	Advanced Cell Diagnostics	319171-T3	mFISH
Sequence-based reagent	*Lxn* ISH probe	Advanced Cell Diagnostics	585801-T4	mFISH
Sequence-based reagent	*Slc30a3* ISH probe	Advanced Cell Diagnostics	496291-T5	mFISH
Sequence-based reagent	*Gfra1* ISH probe	Advanced Cell Diagnostics	431781-T6	mFISH
Sequence-based reagent	*Spon1* ISH probe	Advanced Cell Diagnostics	492671-T7	mFISH
Sequence-based reagent	*Gnb4* ISH probe	Advanced Cell Diagnostics	460951-T8	mFISH
Sequence-based reagent	*Nnat* ISH probe	Advanced Cell Diagnostics	432631-T9	mFISH
Sequence-based reagent	*Synpr* ISH probe	Advanced Cell Diagnostics	500961-T10	mFISH
Sequence-based reagent	*Pcp4* ISH probe	Advanced Cell Diagnostics	402311-T11	mFISH
Sequence-based reagent	*Slc17a7* ISH probe	Advanced Cell Diagnostics	416631-T12	mFISH
Software, algorithm	R	https://www.r-project.org	SCR_001905	-
Software, algorithm	Seurat	https://satijalab.org/seurat/	SCR_007322	-
Software, algorithm	Fiji	https://imagej.net/Fiji	RRID:SCR_002285	-
Other	rAAV2-retro-CAG-GFP	Janelia Viral Core	-	scRNA-seq
Other	pAAV-CAG-GFP	Addgene	RRID:Addgene_37825	mFISH
Other	pAAV-CAG-tdTomato	Addgene	RRID:Addgene_59462	mFISH

All procedures were approved by the University of British Columbia Animal Care Committee (protocol A18-0267), the University of Alberta Health Science Laboratory Animal Services Animal Care and Use Committee (protocol AUP2711), and the Janelia Institutional Animal Care and Use Committee (protocol 17-159).

### Retrograde tracer injections

Mature C57BL/6 mice of either sex were used for injections, and randomly assigned retrograde injection locations and tracers. Mice were administered carprofen via ad libitum water 24 hr prior to surgery and for 72 hr after surgery to achieve a dose of 5 mg/kg. For surgery, mice were initially anesthetized using 4% isoflurane and maintained with 1.0–2.5% isoflurane. Mice were secured in a stereotaxic frame, with body temperature maintained through an electric heating pad set at 37°C, and lubricant was applied to eyes to prevent drying. Local anesthetic (bupivacaine) was applied locally under the scalp, and an incision along midline was made to access bregma and all injection sites. Craniotomies were marked and manually drilled using a 400 µm dental drill bit according to stereotaxic coordinates. Pulled pipettes (10–20 µm in diameter) were back filled with mineral oil and loaded with virus or tracers. All injections were made using pressure injection, with 200 nL of retrograde tracer (Tervo et al., 2016) being injected. The skin was sutured after completing all injections and sealed. After allowing for sufficient time for retrograde labeling, mice were subsequently sacrificed for either histology, RNA sequencing, or mFISH processing, as described below.

### Single-cell RNA sequencing data acquisition and analysis

We used a manual capture approach to harvest cells from n = 4 mature male C57BL/6 mice. To facilitate microdissection of the claustrum, fluorescent tracers were used to delineate and grossly microdissect the claustrum from horizontal sections. In one animal, retrograde rAAV2-retro-CAG-GFP (Tervo et al., 2016) was injected into the anterior cingulate cortex to facilitate gross microdissection of the claustrum (Jackson et al., 2018), but not used to select for individual cells (i.e., GFP expression was used to microdissect the claustrum but cells were picked blind relative to GFP expression). In this animal, cells from separate anterior and posterior sections were obtained, allowing analysis of potential anterior vs. posterior differences in claustrum gene expression (Figure 1—figure supplement 1B). To build the projection-specific dataset, for the remaining three mice, green and red retrobeads were respectively injected into the LEC and RSC, with this labeling used for gross microdissection as well as to select a subset of projection-specific cells for RNA-seq.

In all cases, manual purification (Hempel et al., 2007) was used to capture cells in capillary needles in approximately 0.1–0.5 mL ACSF cocktail, placed into 8-well strips containing 3 µL of cell collection buffer (0.1% Triton X-100, 0.2 U/µL RNAse inhibitor; Lucigen, Middleton, WI), and generally processed according to published methodology (Cembrowski et al., 2018b; Schretter et al., 2020). Specifically, each strip of cells was flash frozen on dry ice, then stored at –80°C until cDNA synthesis. Cells were lysed by adding 1 µL lysis mix (50 mM Tris pH 8.0, 5 mM EDTA pH 8.0, 10 mM DTT, 1% Tween-20, 1% Triton X-100, 0.1 g/L Proteinase K [Roche], 2.5 mM dNTPs [Takara], and ERCC Mix 1 [Thermo Fisher] diluted to 1e-6) and 1 µL 10 µM barcoded RT primer (E3V6NEXT primer from Soumillon et al., 2014, modified to add a 1 bp spacer before the barcode, extending the barcode length from 6 bp to 8 bp, and designing the 384 barcodes to tolerate one mismatch error correction). The samples were incubated for 5 min at 50°C to lyse the cells, followed by 20 min at 80°C to inactivate the Proteinase K. Reverse transcription master mix (2 µL 5 X buffer; Thermo Fisher Scientific), 2 µL 5 M betaine (Sigma-Aldrich, St. Louis, MO), 0.2 µL 50 µM E5V6NEXT template switch oligo (Integrated DNA Technologies, Coralville, IA) (Soumillon et al., 2014), 0.1 µL 200 U/µL Maxima H- RT (Thermo Fisher Scientific), 0.1 µL 40 U/µL RNasin (Lucigen), and 0.6 µL nuclease-free water (Thermo Fisher Scientific) were added to the approximately 5.5 µL lysis reaction and incubated at 42°C for 1.5 hr, followed by 10 min at 75°C to inactivate reverse transcriptase. PCR was performed by adding 10 µL 2X HiFi PCR mix (Kapa Biosystems) and 0.5 µl 60 µM SINGV6 primer with the following conditions: 98°C for 3 min, 20 cycles of 98°C for 20 s, 64°C for 15 s, 72°C for 4 min, with a final extension step of 5 min at 72°C. Samples were pooled across the plate to yield approximately 2 mL pooled PCR reaction. From this, 500 µL was purified with 300 µL Ampure XP beads (0.6× ratio; Beckman Coulter, Brea, CA), washed twice with 75% ethanol, and eluted in 20 µL nuclease-free water. The cDNA concentration was determined using Qubit High-Sensitivity DNA kit (Thermo Fisher Scientific).

13 plates were analyzed in total, with 600 pg cDNA from each plate of cells used in a modified Nextera XT (Illumina, San Diego, CA) library preparation with 5 µM P5NEXTPT5 primer (Soumillon et al., 2014). The resulting libraries were purified according to the Nextera XT protocol (0.6× ratio) and quantified by qPCR using Kapa Library Quantification (Kapa Biosystems). Three plates were pooled on a NextSeq 550 mid-output flowcell with 26 bases in read 1, 8 bases for the i7 index, and 125 bases in read 2, and the remaining 10 plates were pooled on a NextSeq 550 high-output flowcell with 26 bases in read 1, 8 bases for the i7 index, and 50 bases for read 2. Alignment and count-based quantification of single-cell data was performed by removing adapters, tagging transcript reads to barcodes and UMIs, and aligned to the mouse genome via STAR (Dobin et al., 2013).

In total, 1112 cells were manually harvested and underwent sequencing. Of these initial 1112 cells, 27 putative non-neuronal cells were excluded due to low expression of *Snap25* (CPM < 0.001) and 74 additional cells were excluded due to low *Slc17a7* (CPM < 1e-10). 

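With the ERCC spike-ins counted, the kept cells had 5161 ± 1122 genes with a count and 141875 ± 98423 counts (SD over 1011 cells). With spike-ins left out, as in all other values, the means were 5135 ± 1121 genes and 130894 ± 92197 counts. Spike-ins took 5.95% of all counts of the blindly sampled mouse and 8.60% of those of the projection mice. The mean number of genes per kept cell, spike-ins left out, was 4345 ± 764 in the blindly sampled mouse and 5378 ± 1101 in the projection mice.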

The remaining 1011 cells exhibit 5.2 ± 1.1 thousand expressed genes/cell from 142 ± 98 thousand reads/cell, mean ± SD. The relatively high abundance of excitatory neurons sampled owed both to the targeted approach for harvesting circuit-labeled cells, as well as the fact that excitatory neurons are relatively abundant relative to interneurons in the claustrum. No blinding or randomization was used for the construction or analysis of this dataset. No a priori sample size was determined for the number of animals or cells to use; note that previous methods have indicated that several hundred cells from a single animal are sufficient to resolve heterogeneity within excitatory neuronal cell types (Cembrowski et al., 2018b; Cembrowski et al., 2018c).

Computational analysis was performed in R (RRID:SCR_001905; R Development Core Team, 2008) using a combination of Seurat v3 (RRID:SCR_007322; Satija et al., 2015; Stuart et al., 2019) and custom scripts (Cembrowski et al., 2018b). To analyze our data, a Seurat object was created via *CreateSeuratObject*(min.cells = 3, min.features = 200), variable features identified via *FindVariableFeatures(selection.method='vst',nfeatures = 2000*) and scaled via *ScaleData*(). Data was processed via *RunPCA*(), *JackStraw(num.replicate = 100), RunTSNE(), FindNeighbors(), FindClusters(resolution = 0.1),* and *RunUMAP(reduction='pca'),* with 30 dimensions used throughout the analysis. This processed Seurat object was then used for downstream analysis. Subpopulation-specific enriched genes obeying p*_ADJ_ <* 0.05 were obtained with Seurat via *FindMarkers*(), where *p_ADJ_* is the adjusted p-value from Seurat based on Bonferroni correction. Functionally relevant differentially expressed genes were obtained using *FindMarkers*(), allowing for both cluster-specific enriched and depleted genes obeying p*_ADJ_ <* 0.05, and manually identified for functional relevance. Raw and processed scRNA-seq datasets have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus under GEO: GSE149495.

To integrate and compare our scRNA-seq data to previously published data, we downloaded data from two previous studies that broadly sampled cortical cells in the mouse brain (Saunders et al., 2018; Zeisel et al., 2018). From Saunders et al., 2018, we downloaded frontal cortex data from F_GRCm38.81.P60Cortex_noRep5_FRONTALonly.raw.dge.txt.gz (from http://dropviz.org) and used a threshold of 16,000 transcripts/cell to extract 2877 total cells. After screening against cells that lacked *Snap25* and/or *Slc17a7* expression, 2842 putative excitatory neurons were retained for analysis (genes expressed/cell: 4.8 ± 0.6 thousand, mean ± SD; transcripts/cell: 16.5 ± 5.0 thousand, mean ± SD). We used a similar number of cells from Zeisel et al., 2018, obtained from l6_r4_telencephalon_projecting_excitatory_neurons.loom (from http://mousebrain.org/loomfiles_level_L6.html): 3151 cells were obtained using a threshold for 7500 transcripts/cell, with 3141 cells retained after requiring *Snap25* and *Slc17a7* expression (genes expressed/cell: 3.7 ± 0.4 thousand, mean ± SD; transcripts/cell: 9.6 ± 2.0 thousand, mean ± SD). Integration of these published datasets with our dataset was done in Seurat v3 (Stuart et al., 2019) by creating a Seurat object incorporating all datasets, and then using *SplitObject*() to split according to original dataset, allowing each dataset to independently undergo normalization and variable feature selection (handled identically to our data). Integration anchors were subsequently identified (via *FindIntegrationAnchors*()) and used for integration (via *IntegrateData*()), using 30 dimensions. From here, integrated data underwent scaling, dimensionality reduction, and clustering identically to the method used for our data, with clustering resolution = 2.5 to facilitate comparison between fine clusters associated with the claustrum shell. Statistical significance for adjusted p-values is denoted as follows: ns: p_≥_0.05; *p<0.05, **p<0.01, ***p<0.001.

### mFISH data acquisition and analysis

Custom probes for mFISH were purchased from Advanced Cell Diagnostics and were as follows: *Cdh9* (443221-T1), *Ctgf* (314541-T2), *Slc17a6* (319171-T3), *Lxn* (585801-T4), *Slc30a3* (496291-T5), *Gfra1* (431781-T6), *Spon1* (492671-T7), *Gnb4* (460951-T8), *Nnat* (432631-T9), *Synpr* (500961-T10), *Pcp4* (402311-T11), and *Slc17a7* (416631-T12). mFISH was generally performed as previously implemented (Sullivan et al., 2020). Briefly, mature male mice were randomly selected for mFISH and were deeply anesthetized with isoflurane and perfused with phosphate buffered saline (PBS) followed by 4% paraformaldehyde (PFA) in PBS. Brains were dissected and post-fixed in 4% PFA for 2–4 hr. Brain sections (20 µm) were made using a cryostat tissue slicer and mounted on glass slides. Slides were subsequently stored at –80°C until use. For use, the tissue underwent pretreatment and antigen retrieval per the User Manual for Fixed Frozen Tissue (Advanced Cell Diagnostics). All 12 probes with unique tails (T1–T12) were hybridized to the tissue, amplified, and the tissue counterstained with DAPI. Using cleavable fluorophores with unique tails (T1–T12), probes were visualized four at a time via an iterative process of imaging, decoverslipping, fluorophore cleaving, and adding the next four targeted fluorophores. mFISH performed on tissue with viral tracing was first counterstained with DAPI, coverslipped with ProLongGold antifade mounting medium, then imaged. The tissue was decoverslipped by soaking in 4× SSC. Following this, standard mFISH protocol was followed, with the antigen retrieval step quenching all endogenous viral fluorescent protein signal and DAPI signal.

mFISH images were acquired with a 63× objective on a SP8 Leica white light laser confocal microscope (Leica Microsystems, Concord, Ontario, Canada). Z-stacks were acquired with a step size of 0.45 µm for each imaging round. Final composite images are pseudocolored maximum intensity projections, including brightness adjustments applied to individual channels uniformly across the entire image, with channels opaquely overlaying one another ordered from highest to lowest expression.

Processing of mFISH images generally followed our previously published analysis pipeline (Sullivan et al., 2020) using Fiji (RRID:SCR_002285; Schindelin et al., 2012). Briefly, the DAPI signal from each round was used to rigidly register probe signals across rounds, followed by nonlinear elastic registration via bUnwarpJ (Arganda-Carreras et al., 2010) to accommodate any nonlinear tissue warping due to decoverslipping. The individual nuclei were then segmented and dilated by a factor of 5 µm to include the surrounding cytosol. The signal from each probe was then binarized by thresholding at the last 0.2–1% of the histogram tail, and then the number of pixels within regions of interest (ROIs) selected from segmentation was summed and normalized to the pixel area of the cell and multiplied by 100. This in effect corresponded to percent area covered (PAC) of the optical space of a cell.

A total of five mature male C57BL/6 mice, each with a relatively anterior, intermediate, and posterior section, were used for mFISH. Four mice had 200 nL retrograde viral injections into the RSC, two of which had additional retrograde viral injections into the LEC. For these injections, retrograde pAAV-CAG-GFP was a gift from Edward Boyden (Addgene viral prep # 37825-AAVrg; http://n2t.net/addgene:37825; RRID:Addgene_37825) and retrograde pAAV-CAG-tdTomato (codon diversified) was a gift from Edward Boyden (Addgene viral prep # 59462-AAVrg; http://n2t.net/addgene:59462; RRID:Addgene_59462). The last remaining mouse had no viral injections. Across these five animals, 33,155 cells in total were imaged. To facilitate analysis of excitatory neurons specifically, a threshold of one PAC of *Slc17a7* was required for each cell to be included in analysis, resulting in 18,957 total putative excitatory neurons being used for subsequent analysis. *Slc17a7* expression levels were used only for cellular phenotyping, and thus excluded from further analysis.

For analysis, UMAP dimensionality reduction (McInnes et al., 2018) was performed on within-cell normalized PAC values using the *umap* package (15 nearest neighbors, all other parameters default), and cells were clustered on a per-animal level using a Leiden community detection algorithm (Levine et al., 2015; Traag et al., 2019) via the *Monocle* package (Cao et al., 2019; Qiu et al., 2017; Trapnell et al., 2014). In general, setting the resolution parameter to a value that produced five clusters yielded strong agreement between UMAP dimensionality reduction and cluster assignments. Marker gene expression was used to assign phenotypes to cells comprising each cluster. For correlating projection targets with mFISH results, cells labeled with fluorescent retrograde tracers were manually identified (n = 739 total across n = 4 animals), done in a blinded fashion relative to mFISH analysis. A small minority of cells that projected to both the LEC and RSC (1.9%: n = 14/739, consistent with Marriott et al., 2020) were excluded when comparing properties of LEC- vs. RSC-projecting neurons. In general, box plots show distribution of gene expression contingent on cluster identity or projection target (hinges denote first and third quartiles, whiskers denote remaining data points up to at most 1.5 * interquartile range, outlier values beyond whiskers are not shown). Mann–Whitney U tests with a Bonferroni correction were used to identify differentially expressed genes, for either a given cluster relative to all other clusters, or in pairwise comparisons, as shown. Statistical significance for adjusted p-values is denoted as follows: ns: p_≥_0.05; *p<0.05, **p<0.01, ***p<0.001.

## Data Availability

Raw and processed scRNA-seq datasets have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus under GEO: GSE149495. The following dataset was generated: CembrowskiMS 2020Core-shell organization in the mouse claustrumNCBI Gene Expression OmnibusGSE149495

How the deposited data were processed for this re-analysis (not part of the article)

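Single-cell RNA sequencing of 4 male mice in 13 plates was analysed. The authors deposited 1 table of counts per gene and cell for the blindly sampled mouse and 1 for the projection mice, in counts that were not normalized, with tables that give the animal and the projection label of each cell. Tests of the values found whole numbers, and ERCC spike-ins, in both. The Methods state that reads were tagged to barcodes and UMIs and aligned with STAR. The Methods give totals per cell in reads, and the mean ± SD they state is, as rounded there, that of these counts with spike-ins included, so the counts were taken as reads. The paper's text does not state the version of STAR, the genome build, the annotation or the use of strand.

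The tables share 16650 entries, spike-ins included, while 211 entries are only in that of the blindly sampled mouse and 6655 only in that of the projection mice. Spike-ins were left out of all steps except where said. Cells with at least 1 count of Snap25 and of Slc17a7 were kept, which for whole counts is what the CPM limits of the Methods come to.

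Clusters were made in Seurat 5.3.0 with log normalization to 10000 counts per cell, genes in at least 3 cells, cells with at least 200 genes and a fixed seed. Clusters were numbered by the mean standardized log2 CPM of listed marker genes. Of these, Cpne4, Cpne9, Col6a1, Mpped1, Lsp1, Rprm, Pitpnc1 and Syt6 are named neither in the paper's text nor in Fig. 1E. The lists were Synpr, Gnb4, Lxn, Gfra1, Nr4a2, Cpne4, Rgs12, Cpne9 and Slc17a6 for Cluster 1, with a score of 1.08 in the cluster given that number. They were Slc30a3, Nnat, Spon1, Col6a1, Mpped1, Ntm, Syn2 and Ldb2 for Cluster 2, with a score of 0.815, and Ctgf, Sla, Foxp2, Lsp1, Rprm, Pitpnc1, Syt6, Fezf2, Tle4 and Cyr61 for Cluster 3, with a score of 1.11. A cluster with cells of 1 mouse only was left without a number, a rule set after the clusters had been seen.

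Counts were summed per mouse and cluster, or per mouse and projection, and tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05). The main alternative was DESeq2 1.42.0. The random sets of genes held 11714 and 11713 genes. For tests within clusters, the clusters of all genes were used and the 4 groups of projection and cluster were fitted together. Alternatives of the gene tests with thinned cells or without a mouse kept the clusters made from unthinned counts of all mice. No gene was tested in the clusters that formed in thinned cells. Other tools were R 4.3.3, Matrix 1.6.5, numpy 2.4.6 and pandas 2.3.3. Shares of cells have exact Clopper-Pearson intervals.

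The sums of a mouse come from the same animal, so pairing was checked. Deviations of log2 CPM from the group means had a median correlation across genes, between sums of the same mouse, of 0.179 over 12 pairs of cluster sums (range, 0.0958 to 0.615), against -0.177 for other pairs, and of 0.0590 over 3 pairs of projection sums (0.0469 to 0.0784), against -0.260. The other pairs include sums of the same group, whose correlations fall below 0 once the group mean is subtracted. Their medians are therefore no reference for unpaired sums. Fits without the mouse are the main ones and the mouse as a block is an alternative.

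The tests were tried on simulated data with 200 changed genes, drawn from those not near 0 counts. Every gene was given the common dispersion of these sums, and no effect of the mouse was simulated. The rates below hold for that setting and may differ in the real sums. At a 4-fold change edgeR recovered 81% for Cluster 1, 82% for Cluster 3, 60% for RSC against LEC and 3% for RSC against LEC within Cluster 1. At a 2-fold change it recovered 11%, 3%, 2% and 0%. False calls were 5.15%, 1.16%, 1.59% and 0% of its calls, and 18.5%, 9.18%, 13.1% and 40.6% of those of DESeq2.

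Genes were named by a rule. It took every gene the paper names for the scRNA-seq data, the 5 genes with the largest change among those past the threshold and changed the same way in every mouse in each of 4 comparisons, and 5 genes for a check of sex. The samples, the main tests, most alternatives, the marker lists and this rule were set before the data were examined. The alternatives with only the genes of both tables, with ERCC rows, without plate 12 and without Gfp, the tests of Sst, of Gfp and of the total count per cell, the exchange of labels within mice, the rule on clusters of 1 mouse and the limit of 90% in the test of border cells were set afterwards. The share of kept cells that have 20000 counts, the total used for thinning, was 91.7%. Most of the cells left out, 67, came from the blindly sampled mouse. Anterior and posterior cells, the mFISH data and the integration with other datasets were not analysed here.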

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

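The tests of the total count per cell, with only the genes of both tables and of Gfp, and the limit of 90% in the test of border cells, were chosen after the results had been seen, and the others before.

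The median total of the blindly sampled mouse, 26023 counts per kept cell, lay far from those of projection mice 1 to 3 (154261.5, 138535 and 152832). Of 55 groups of 4 mice examined, 5 had a mouse this far from the others by Dixon's ratio at its 95% critical value, where chance gives about 5% of groups, and in all 5 it was the blindly sampled mouse. The other 4 groups were CPM values. Ctgf in Cluster 3 was at 265 CPM against 18.1 to 47.5 CPM, Pcp4 in Cluster 3 at 3448 CPM against 1185 to 1440 CPM, Lypd6b in Cluster 1 at 226 CPM against 173.9 to 181 CPM and Gnb4 in Cluster 1 at 990.4 CPM against 1310 to 1360 CPM. This mouse was the one on a separate flow cell with another read length and count table, and the one dissected with another tracer, so a difference of batch and a difference between animals cannot be told apart. No biological explanation was tested for the total or for Pcp4, Lypd6b and Gnb4, and the explanations tried for Ctgf are given below.

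With every cell thinned to 20000 counts, 148 cells of the blindly sampled mouse formed a cluster of their own. All cells then had 1 total by design, so this value decides nothing about the total count per cell. By the ratio of CPM to the mean of the other clusters, the first of its genes was Gfp, which is carried by the virus injected into this mouse alone and is listed in its table only, so that the other mice were given 0. The 9 genes after it are listed in both tables, and Rpl17, Rps27, Rpsa, Rpl19 and Rpl9 were among them. Rpl17 was at 342 CPM in this cluster, 253 CPM in the 23 other thinned cells of this mouse and 3.15 CPM in the projection mice, and Rpl9 at 337, 340 and 3.24 CPM, so in these 2 genes the difference lay mostly between the tables rather than between clusters of this mouse. With only the genes of both tables used for the clusters, a small cluster with 22 cells of this mouse formed besides, and the first genes, ranked over all genes, were Gfp, Rnaset2a and Fst, with none of these ribosomal genes among the first 10. Without the row of Gfp 148 cells still formed a cluster of their own, which argues against the counts of Gfp themselves. Gfp had a count in 0 of the 23 other thinned cells of this mouse (exact Clopper-Pearson interval 0 to 14.8%). Those cells all came from Cluster 3, so this comparison is also one between clusters. Of the 148 cells, 41 had counts of Gfp (27.7%, exact Clopper-Pearson interval 20.7 to 35.7%). A limit set before this share was seen would have taken under 50% as evidence against infection of single cells. It was set aside after the share was seen, since the median was 3 counts where there were any and an infected cell may have none, so infection cannot be told apart from the animal and its batch. With only the genes of both tables, 147 cells still formed one, which argues against genes listed in only 1 of the tables. At that total, the median number of genes per cell was 4070 in the blindly sampled mouse and 3906, 3856.5 and 3806 in projection mice 1, 2 and 3. More genes at the same total is what several counts per molecule in the deeper libraries may give, and the virus, flow cell, read length and animal stay open.

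For Ctgf in Cluster 3, 22 of 25 thinned cells of the blindly sampled mouse had a count (88.0%, exact Clopper-Pearson interval 68.8 to 97.5%), against 9 of 85 (10.6%) in the projection mice. A lower total would lower this share, so the depth of the blindly sampled mouse is argued against. Among unlabeled Cluster 3 cells of the projection mice it was 5 of 73 (6.85%, 2.26 to 15.3%), which argues against the choice of labeled cells. Gfp had a count in 1 of the 32 Cluster 3 cells of this mouse (3.13%, 0.0791 to 16.2%) and in 50 of its 112 Cluster 1 cells (44.6%, 35.2 to 54.3%). So low a share gives no support to infection of the Cluster 3 cells, but the median over the cells of this mouse with any Gfp was 3 counts and an infected cell may have none, so infection cannot be told apart here either. Flow cell, read length, the place of dissection and the animal remain open too and were not tested apart.

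Between RSC- and LEC-projecting cells, the log2 fold change differed between Clusters 1 and 2 past the threshold for 2 genes, by -4.10 for Gfra1 (standard error 0.58) and 11.89 for Rnmtl1, both with an adjusted p of 0.0397 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 3 mice. Gfra1 changed by -0.05 in Cluster 1 and 4.05 in Cluster 2, where it had 91 counts in 8 of 27 RSC-labeled cells (26.7 CPM) and 72 counts in 18 of 236 LEC-labeled cells (1.95 CPM). Rnmtl1 had no count in the 27 RSC-labeled cells of Cluster 2 and 1528 counts in 83 of 236 LEC-labeled cells. It was at least 46.9-fold lower there, with a floor of 3 counts over the group, and 11.89 is a fitted value and no bound. In Cluster 1 Rnmtl1 was at 43.5 CPM in RSC-labeled and 24.4 CPM in LEC-labeled cells. The RSC sums in Cluster 2 hold 12, 7 and 8 cells. With the mouse as a block, or without projection mouse 1, 2 or 3, 0 genes passed the threshold for this difference in edgeR, with 1077, 1193, 1104 and 1007 genes at an unadjusted p under 0.05, and with all mice DESeq2 called 126. The adjusted p of Gfra1 was then 0.0946 with the block and 0.405, 0.527 and 0.0893 without each mouse (range over all alternatives, 3.1e-10 to 0.527). Of the 51 genes called within Cluster 2, 33 (64.7%, 50.1 to 77.6%) went the way of Cluster 1 against Cluster 2, and of the 417 called by DESeq2 65.9% did. Nearly all should have done so if RSC-labeled cells of Cluster 2 were cells on the border of Cluster 1. However, only 1, 0 and 3 genes passed within Cluster 2 without projection mouse 1, 2 and 3. False calls among the 51 genes would lower the share, so this test does not decide on a border. The limit of 90% for nearly all was put into the code after the value had been seen. Within Cluster 1, of the 7 genes called by DESeq2, 3 went the way of Cluster 1 against Cluster 2 (42.9%, 9.90 to 81.6%), too few to decide, so a border and a difference by target cannot be told apart there either.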

How the results depend on the processing

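The tests with only the genes of both tables, with ERCC rows, without plate 12 and without Gfp were chosen after the data had been seen. Unless said otherwise, the cause of a change was not tested.

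Requiring at least 2 counts of Snap25 and Slc17a7 kept 947 cells. The number of clusters was 4 at resolutions of 0.2 and 0.5 and in thinned cells with and without Gfp, 5 in thinned cells with only the genes of both tables, and 3 to 4 with each mouse left out. The share of cells in Clusters 1 and 2 was 34.6% and 38.0% in thinned cells with and without Gfp and 34.7% and 37.6% in thinned cells with only the genes of both tables, where cells of the blindly sampled mouse left these clusters. The share of Cluster 3 cells with Ctgf ranged from 10.6% to 39.7% with each mouse left out, and with unthinned counts the share with Sla was 53.0%, where cells hold more counts.

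Without projection mouse 1, 2 and 3, Cluster 1 had 604, 745 and 606 genes past the threshold, Cluster 2 had 191, 210 and 157, and Cluster 3 had 771, 723 and 688. Cluster 1 against 2 had 295, 347 and 237, Cluster 1 against 3 had 855, 885 and 812, Cluster 2 against 3 had 370, 309 and 319, and RSC against LEC had 344, 46 and 21. With each mouse left out, the blindly sampled one included, the counts ranged from 604 to 1288 for Cluster 1, 157 to 458 for Cluster 2, 688 to 1353 for Cluster 3, 237 to 655 for Cluster 1 against 2, 812 to 1583 for Cluster 1 against 3, 309 to 692 for Cluster 2 against 3, and 21 to 344 for RSC against LEC. Within Cluster 2 they ranged from 0 to 3, and for the difference between Clusters 1 and 2 they were 0 each time. Within Cluster 2 the count of 0 came without projection mouse 2, where 1538 genes had an unadjusted p under 0.05. Leaving out a projection mouse leaves fewer sums, and leaving out the blindly sampled mouse did not lower these counts for clusters. With equal numbers of cells, Clusters 1, 2 and 3 had 681, 269 and 670 genes, the pairs 379, 815 and 359, and RSC against LEC within Cluster 2 had 14. With DESeq2, Cluster 2 had 778 genes, Cluster 1 against 2 had 1074, Cluster 2 against 3 had 1178, RSC against LEC 1121, within Cluster 1 7, within Cluster 2 417 and the difference between clusters 126. With no filter on low counts, 106 genes passed within Cluster 2 and 32 for the difference between clusters. With the mouse as a block, Cluster 1 against 2 had 955 genes and the difference between clusters 0. Where edgeR gave 0 for that difference with the block or without a mouse, between 1007 and 1193 genes had an unadjusted p under 0.05.

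Of 88 results for named genes, 84 were past the threshold, and 54 kept their direction and side of it under every alternative. Over 919 comparisons with an alternative, 850 kept both, 62 were no longer past the threshold, 4 came past it and 3 changed direction. Of the 62, 15, 17 and 22 came from leaving out projection mouse 1, 2 and 3, 4 from equal numbers of cells, 2 from leaving out the blindly sampled mouse, and 1 each from thinned cells and the mouse as a block. The changes of direction were in genes near 0 between Clusters 1 and 2. Cdh9 was at -0.17 without projection mouse 2 and -0.13 with equal numbers of cells, and Slc17a7 at 0.021 without projection mouse 1. The block left 86 of 88 named results on their side of the threshold.

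The alternatives for anterior and posterior cells were not run, since the tables used do not mark these cells.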

Differences from the paper's values

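The natural-log fold change of Synpr in Cluster 1, computed as Seurat does over cells, was 2.78 here and 2.66 in the paper's supplementary list. Of the alternatives set before the data were examined, the values under 3000 variable features (2.75), a scale factor of 1000000 (2.73), no division by the cell total (2.71) and clusters from gene set A (2.72) lay within the spread between mice of the paper's value. Those under resolutions of 0.05, 0.2 and 0.5, 20 principal components, 1000 variable features, thinned cells, gene set B and each mouse left out did not.

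For Slc17a6 in Cluster 1 it was 0.676 here and 0.571 in the paper's list. The values under 20 principal components (0.566), 3000 variable features (0.571), a scale factor of 1000000 (0.565), no division by the cell total (0.562), gene set A (0.564), gene set B (0.565), without the blindly sampled mouse (0.576) and without projection mouse 2 (0.654) lay within the spread between mice. Those under resolutions of 0.05, 0.2 and 0.5, 1000 variable features, thinned cells, without projection mouse 1 and without projection mouse 3 did not. With ERCC rows included, and with the genes of both tables only, both chosen after seeing the values, it was 0.567.

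Figure 1B shows the tail of high Gad1 in Cluster 2. Here 3 of the 4 kept cells with Gad1 and Gad2 were in Cluster 3 and 1 in Cluster 2. Under 20 principal components and without projection mouse 2 all 4 were in Cluster 2, and without projection mouse 1 all 3 that remained were. Without projection mouse 3 the 1 that remained was. With 1000 or 3000 variable features and in thinned cells 3 were in Cluster 2, with gene set B and, chosen after seeing the values, with only the genes of both tables 2 were, and with a scale factor of 1000000 and without the blindly sampled mouse none was.

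Figure 1E places Nrn1 highest in Cluster 2, among 43 genes that all had their highest mean in the figure's cluster here, and 42 were past the threshold. For Nrn1 the log2 fold change was 2.03 (adjusted p = 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives 0.0202 to 0.463), and it was past the threshold with the mouse as a block (0.0202) and in thinned cells (0.0288).

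The paper's comparison of core and shell cells places Ctgf among the genes with similar expression in both. Here its log2 fold change in Cluster 1 against Cluster 2 was 4.92 (adjusted p = 0.0350 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 4 of 4 mice). In thinned cells (0.134), without projection mouse 1, 2 or 3 (0.175, 0.130 and 0.273) and with equal numbers of cells (0.0773) it was not past the threshold (range over all alternatives, 0.0026 to 0.273). Ctgf was at 2.81 CPM in Cluster 1 and 0.154 CPM in Cluster 2, against 91.1 CPM in Cluster 3. The change thus lies between low levels and does not by itself contradict the paper.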

Other observations

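The tests of Sst, the test on plate 12 and the splits that part the sums of every mouse were chosen after the data had been seen, and the others in this part before.

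Each cluster was compared with other splits of the same 12 sums into groups of the same sizes, in fits with 2 groups. Cluster 1 had 721 genes, Cluster 2 had 87 and Cluster 3 had 871. Of 100 splits, the real one included, 1 was as large for Cluster 1, 1 for Cluster 2 and 1 for Cluster 3. Of the 81 splits that take 1 sum of every mouse, 2, 3 and 1 were as large, the real one included, and the others were the splits of the other clusters. The clusters had been made from expression and any other split mixes them. Few genes were bound to pass there, so these counts do not test the clusters against a grouping by chance. Between RSC and LEC, 1 of 10 splits was as large, and 1 of the 4 that part the 2 sums of every mouse. Within Cluster 1 and within Cluster 2 the fit with 2 groups gave 0 genes in all 10 of 10 splits. For the real labels, 482 and 1068 genes had an unadjusted p under 0.05 in that edgeR fit, the former fewer than chance alone would give, and DESeq2 called 6 and 250 genes. With 10 splits no share under 0.1 can arise, so for these 3 comparisons a grouping by chance cannot be told apart from the labels by this test. The 51 genes within Cluster 2 come from the fit of all 4 groups together.

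RSC- and LEC-labeled cells lay on different plates apart from plate 12. Of 364 genes called without that plate, 358 had a count on it and 339 of these (94.7%, exact Clopper-Pearson interval 91.8 to 96.8%) went the same way there, against 61.3% of the other genes. This argues against plates as the whole cause. That cells of the labels differ by target or in cluster stays open and was not told apart by this test.

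Fewer RSC-labeled cells passed the filters, with 45 of 292 removed, 23 of them on plate 10 and 15 on plate 4. The median total of the removed cells was 4448 counts against 143978 in the kept ones, and a low total may account for the removals. The 4 kept cells with Gad1 and Gad2 had a median of 5.73 CPM of Slc17a7 against 137 CPM in the others, and 0.0993% of the others were at or below the highest of the 4. A trace of Slc17a7 from other cells is a candidate explanation for their passing the filter.

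Sst was at 82.5 ± 68.5 CPM in RSC- and 0 CPM in LEC-projecting cells (SD, n = 3 mice), at least 1624-fold higher with a floor of 3 counts over the LEC-labeled cells. It had counts in 108 of 247 kept RSC-labeled and 0 of 286 kept LEC-labeled cells, but these counts followed plates rather than the label. Of the kept RSC-labeled cells, 33 of 70 had a count on plate 4, 36 of 79 on plate 6 and 39 of 64 on plate 10. On plate 12, which held both labels, 0 of 34 RSC-labeled (exact Clopper-Pearson interval, 0 to 10.3%) and 0 of 44 LEC-labeled cells did, against 45.6% (34.3 to 57.2%) of the RSC-labeled cells of the same mouse on plate 6. On plate 9, which held no labeled cells, 55 of 74 kept cells did. This argues against the projection target as the whole cause. Of its counts in kept RSC-labeled cells, 96.5% lay in 2 cells with over 500 counts, so a few inhibitory cells may account for most of the difference in counts. Of 176 projection cells with 1 to 9 counts, 136 (77.3%, 70.4 to 83.2%) lay on the 3 plates that hold a cell over 500, which is not nearly all, so reads assigned to other cells of a plate are argued against as the whole cause. On those 3 plates 53.1% of cells had 1 to 9 counts, in line with such reads. On plate 4, where the highest was 3 counts, 35 of 85 cells (41.2%) had them too, which argues against that cause there, and transfer between plates was not tested. On the other 6 projection plates, plate 12 among them, 5 of 515 cells (0.971%) had them. Why some plates and not others held such counts stays open.

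At a resolution of 0.2, Cluster 3 divided into 87 cells with 8.76 CPM of Ctgf and 30 cells with 253 CPM. Of the 30 cells, 23 came from the blindly sampled mouse. Of the thinned Cluster 3 cells, 48 of 110 had a count of neither Ctgf nor Sla. In the cells sequenced here Pcp4 was lower in Cluster 2 than in Cluster 3, with a log2 fold change of -2.43 (standard error 0.43, adjusted p = 0.0042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 4 of 4 mice), which was lost without projection mouse 2 (adjusted p = 0.0564, range over the alternatives 2.0e-05 to 0.0564).

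The Methods give all mice as male. The Y-linked genes Ddx3y, Uty and Kdm5d had means of 34.6, 13.4 and 18.5 CPM in Cluster 1, and Xist was at 0.284, 2.18 and 0.0622 CPM in Clusters 1, 2 and 3.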
